# Ehf and Fezf2 regulate late medullary thymic epithelial cell and thymic tuft cell development

**DOI:** 10.3389/fimmu.2023.1277365

**Published:** 2024-02-14

**Authors:** Sören Lammers, Victor Barrera, Philip Brennecke, Corey Miller, Joon Yoon, Jared Balolong, Mark S. Anderson, Shannan Ho Sui, Lars M. Steinmetz, Ulrich H. von Andrian, Kristin Rattay

**Keywords:** thymus, central tolerance, medullary thymic epithelial cell, Tuft cells, Fezf2, Ehf

## Abstract

Thymic epithelial cells are indispensable for T cell maturation and selection and the induction of central immune tolerance. The self-peptide repertoire expressed by medullary thymic epithelial cells is in part regulated by the transcriptional regulator Aire (Autoimmune regulator) and the transcription factor Fezf2. Due to the high complexity of mTEC maturation stages (i.e., post-Aire, Krt10+ mTECs, and Dclk1+ Tuft mTECs) and the heterogeneity in their gene expression profiles (i.e., mosaic expression patterns), it has been challenging to identify the additional factors complementing the transcriptional regulation. We aimed to identify the transcriptional regulators involved in the regulation of mTEC development and self-peptide expression in an unbiased and genome-wide manner. We used ATAC footprinting analysis as an indirect approach to identify transcription factors involved in the gene expression regulation in mTECs, which we validated by ChIP sequencing. This study identifies Fezf2 as a regulator of the recently described thymic Tuft cells (i.e., Tuft mTECs). Furthermore, we identify that transcriptional regulators of the ELF, ESE, ERF, and PEA3 subfamily of the ETS transcription factor family and members of the Krüppel-like family of transcription factors play a role in the transcriptional regulation of genes involved in late mTEC development and promiscuous gene expression.

## 1 Introduction

Immunological tolerance is essential in order to avoid immune reactions toward self-peptides, namely, autoimmune reactions. Central tolerance induction occurs in the thymus mediated by different sets of thymic antigen-presenting cells (APCs), including thymic epithelial cells (i.e., cortical thymic epithelial cells (cTECs) and medullary thymic epithelial cells (mTECs)), dendritic cells (DCs), and thymic B cells (1–5). These thymic APCs present endogenously transcribed and imported peripheral peptides by major histocompatibility complex (MHC) class I and II molecules on their surfaces to develop T cells. When clonotypic TCRs bind to self-antigen/MHC complexes above a certain threshold, the respective auto-reactive T cells will be either purged from the repertoire by deletion or fate-diverted into regulatory T cells. Among these thymic APCs, mTECs stand out due to their ability to promiscuously express the majority of tissue-restricted self-antigens (TRAs) and, thus, by themselves, largely procure self-tolerance against peripheral tissues (6, 7).

One of the main features of promiscuous gene expression (pGE) is the mosaic expression pattern by which each TRA is expressed in approximately 1-5% of the mTECs at a certain point in time. This characteristic is conserved between mice, rats, and humans (8–13) Yet, this substantial heterogeneity at the single cell (SC) level faithfully adds up to the complete repertoire of self-antigens at the population level (7, 14–17). Due to the pronounced heterogeneity in pGE, the cellular and, in particular, the molecular regulation underneath remains challenging to reveal (18–23). In the past, several studies focused on analyzing the nature of TRA mosaic expression patterns addressing the question of whether this phenomenon is based on stochastic or regulated processes. Early studies performed on bulk mTEC populations were unable to observe predictable recurrent gene expression patterns (10, 13), as, due to high cell-to-cell variability in gene expression, the patterns of subpopulations were not detectable on the complete population level at the time. However, recent studies using single-cell technology and selective enrichment for TRA-expressing mTEC subsets reported recurring gene expression patterns in mTECs in mice and humans (7, 11, 12, 14, 16). The factors involved in the regulation of those recurring gene expression patterns, which give rise to the characteristic mosaic expression in mTEC, remain to be identified. While the transcriptional regulator Autoimmune regulator (Aire) has been shown to be responsible for targeting part of the self-antigen gene pool (i.e., 49%; 533 Aire-dependent and 3260 Aire-enhanced TRAs of a total of 7740 detected TRA genes so far (6)), other factors and mechanisms acting in concert or independently of Aire have to be involved to account for the comprehensive tolerance coverage afforded by pGE. The work of Takayanagi and colleagues identified Fezf2 as a transcription factor involved in the regulation of some Aire-dependent but mostly Aire-independent TRA gene expression in mTECs (21, 22). The promiscuously expressed genes in mTECs comprise a diverse range of biological functions and tissue origins and vary greatly in their regulatory elements and promoter regions. Remarkably, in the context of pGE, peripheral tissue-specific transcription factors were shown to be dispensable for the respective thymic gene expression (13, 24, 25).

Medullary thymic epithelial cells can be distinguished into different developmental stages based on the maturation markers MHCII, Aire, Keratin 10 (Krt10), and Involucrin (Ivl) as early mTECs (MHCII^low^Aire^neg^Krt10^neg^Ivl^neg^), mature Aire^pos^-mTECs (MHCII^high^Aire^pos^Krt10^neg^Ivl^neg^), mature Aire^neg^-mTECs (MHCII^high^Aire^neg^Krt10^neg^Ivl^neg^), and late mTECs (MHCII^low^Aire^neg^Krt10^pos^Ivl^pos^). The early developmental stage includes podoplanin-expressing (Pdpn^+^) junctional thymic epithelial cells (jTECs) (17, 26). The late mTEC stage comprises post-Aire cornified (Krt10^+^) mTECs (27, 28) as well as Tuft-mTECs (Dclk1^+^) (15, 20, 29, 30), microfold mTECs (Gp2^+^) and other recently described mimetic mTECs (31). The transcriptional regulation during mTEC development is insufficiently understood to date. In order to reveal the supposedly complex network of transcriptional regulators necessary to accomplish the thymic expression of self-antigens, we aimed to apply a genome-wide screening method. Additionally, we analyzed the role of Fezf2 in the regulation of newly identified transcription factors and mTEC development. The usage of footprinting analysis on ATAC sequencing allows for unbiased, genome-wide profiling of a broad and diverse set of transcription factors (TF) in which the sequencing footprints of bound transcription factor binding sites (TFBS) in the promoter regions of expressed genes served as an indirect readout for TF binding (32, 33). This approach led to the identification of multiple transcription factors of the ELF, ESE, and PEA3 subfamily of the ETS transcription factor family and members of the Krüppel-like family of transcription factors to be involved in late mTEC development and the regulation of promiscuous gene expression. Using ChIPmentation, we validated the binding of the transcription factors Ehf, Elf3, Klf4, and Fezf2 to the promoter regions of mTEC gene signatures (34, 35). We show that Fezf2 and Ehf are involved in the regulation of late developmental gene signatures implicated in cornification and keratinization in mTECs and that Fezf2 regulates Tuft-mTEC-specific gene signatures. Moreover, using conditional knockout mice (FoxN1-cre/Fezf2-flox), we identify Fezf2 to be essential for the development of thymic Tuft-mTECs (15, 20, 29, 30). This newly identified role of Fezf2 on the regulation of late mTEC and Tuft-mTEC subsets contributes to deciphering the high cellular complexity of the thymic epithelial cell landscape.

## 2 Results

### 2.1 Division of gene expression patterns reveals enrichment for distinct TFBMs in promoter regions of mTEC subsets

The complexity of the mTEC population necessitates a disentanglement of the heterogeneous subpopulations to a degree that gene expression patterns are detectable and the mechanistic regulation underlying the mosaic expression is discernable. This can be accomplished either by single-cell RNA-seq analysis, which to date still has limitations in sequencing depth for low transcribed genes, or by isolating specific subsets of mTECs, which are small enough, to reduce the heterogeneity sufficiently. The distinction between immature and mature mTECs (MHCII^lo^ and MHCII^hi^) has been used in the past to segregate mTEC subsets. However, this proved to be an insufficient degree of separation in order to resolve gene expression patterns and the underlying regulatory mechanisms, not only due to the complexity of TRA expression but also because of the late mTEC stages (post-Aire mTECs and Tuft-mTECs) that downregulate MHCII and fall into the MHCII^lo^ subset together with the immature mTEC stage. We previously identified the markers Gp2, Pdpn, and Tspan8 for the isolation of distinct developmental stages of mTECs (12), which were further characterized as podoplanin-expressing (Pdpn^+^) junctional thymic epithelial cells (jTECs) (17, 26), and Gp2-expressing (Gp2^+^) microfold mTECs (31). FACS-based enrichment for exemplary TRA-specific mTECs was shown to be a reliable method in order to purify mTEC subsets representing 1-5% of the mTEC population (depending on the TRA) (11, 12, 14). Among such TRA-positive mTECs, co-expression patterns could be revealed and were shown to be evolutionarily conserved between species. We used Tspan8 (Tetraspanin-8) as an exemplary TRA that is expressed in mature MHCII^hi^ mTECs and late post-Aire MHCII^lo^ mTECs (**Figure 1A**, **Supplementary Figure 1A**) (12, 14). Tspan8-positive mTECs (Tspan8^pos^) account for approximately 4% of mTECs, of which 56% fall into the MHCII^lo^ and 44% into the MHCII^hi^ subset of mTECs. This allowed us to address the occurrence of gene expression and regulation patterns in a TRA-pos mTEC subset (Tspan8^pos^ compared to Tspan8^neg^) while also addressing potential maturation-dependent effects (MHCII^lo^ compared to MHCII^hi^). Therefore, we FACS-isolated four distinct mTEC subpopulations, namely, Tspan8^pos^MHCII^lo^, Tspan8^pos^MHCII^hi^, Tspan8^neg^MHCII^lo^, and Tspan8^neg^MHCII^hi^ and performed RNA sequencing (RNA-seq) on them (**Figure 1B**). 

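The RNA-seq data covered 8 libraries of sorted mTECs, 2 biological replicates of each of the 4 subsets. In the paper, Tspan8 serves as an example of a TRA, and TRA-positive mTECs are described as sharing co-expressed genes. MHCII is used to address maturation, but the paper places both immature and late mTECs among the MHCII lo cells. The deposited table holds an estimated count for each gene and library. The total count was 3456419 and 3928879 in the replicates of Tspan8 negMHCII lo, and 4552711 and 7306157 in those of Tspan8 negMHCII hi. It was 5432321 and 5161456 in Tspan8 posMHCII hi, and 1941518 and 7783841 in Tspan8 posMHCII lo, so that the largest library had 4.01 times the counts of the smallest. In the smallest library 3 counts, the floor used here, correspond to 1.55 CPM, and in the largest to 0.385. Between 18173 and 23570 genes had a count above 0. Replicates of a subset were more variable than counting noise, with a chi-square statistic per gene between 3.50 (Tspan8 negMHCII hi) and 10.6 (Tspan8 negMHCII lo), and all were kept as separate libraries. According to the methods, cDNA was pre-amplified and fragmented by a transposase, sequenced as single-end reads and assigned to Gencode transcripts with Salmon. The sample descriptions name a strand-specific mRNA kit instead, so it is not settled whether counting used the strand, and counts of genes with an overlapping gene on the opposite strand are uncertain. From the counts, edgeR's quasi-likelihood test was fitted to all 8 libraries with TMM normalization and a mean for each subset, over the 17006 genes that passed the filterByExpr filter on low counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.01 and an absolute log2 fold change of at least 1. The biological coefficient of variation was 15.5%. Normalized counts are counts divided by DESeq2's size factors, given as the mean ± SD of 2 libraries. The normalization, the filter, the thresholds and the test are the choices that could change the numbers.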

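In the MHCII lo comparison, 2052 genes were called higher and 1588 lower in Tspan8 posMHCII lo than in Tspan8 negMHCII lo. In the MHCII hi comparison, 1876 genes were called higher and 1267 lower in Tspan8 posMHCII hi than in Tspan8 negMHCII hi. With the replicate number as a block, 3792 genes were called in the first comparison, against 3640 without the block, and 3268 in the second, against 3143. Across genes, the deviations of same-numbered libraries from their subset means correlated only weakly, with coefficients from 0.004 to 0.0924 over the pairs of subsets. Dropping the limit on the fold change moved the totals by the most genes among the alternatives tried, to 4753 and 4258. Of the called genes, 1223 were higher and 555 lower in Tspan8 pos mTECs at both MHCII levels, 41 changed in opposite directions, 1821 were called only in MHCII lo and 1324 only in MHCII hi mTECs. The log2 fold changes at the MHCII levels had a Spearman correlation of 0.561 across genes, which are not independent replicates. The difference between the Tspan8 fold changes at the MHCII levels, tested as an interaction, was called for 783 genes, of which 402 had the higher Tspan8 pos to Tspan8 neg ratio in MHCII lo and 381 in MHCII hi mTECs. With the replicate block this total was 1236. At an adjusted p of 0.05, which moved it most, it was 1754. Genes with a mean of at least 10 CPM were ordered by the fitted log2 fold change, which overstates genes with 0 counts in a subset. By this order the largest increases in Tspan8 posMHCII lo were those of ENSMUSG00000102829.1, Prn and Trex2. They were at least 161-fold, 93.2-fold and 53.4-fold higher than the floor in Tspan8 negMHCII lo. ENSMUSG00000102829.1 has no symbol in the annotation used. Prn overlaps Prnp and Prnd on the same strand, so its count is uncertain. The largest decreases were those of Gm28048, at least 44.8-fold lower, of Gm10288, at least 30.6-fold lower, and of Ighg2c, at least 237-fold lower. Ighg2c encodes an immunoglobulin heavy chain constant region. Gm28048 overlaps B3gnt2 and Commd1 on the same strand and Gm10288 is a pseudogene, so that reads could have been split for both. In Tspan8 posMHCII hi, Gm94, Flg2 and Efna3 had the largest increases, with log2 fold changes of 5.89, 5.80 and 5.73. Efna3 is overlapped by an annotated gene on the opposite strand, so its count is uncertain. The largest decreases there were at pseudogenes, with Gm10288 at least 88.5-fold, Rps23-ps1 at least 68.9-fold and Gm10222 at least 49.5-fold lower. These are uncertain because reads of pseudogenes could have been split. In the interaction, the smallest adjusted p-values belonged to Hal, with a log2 difference of 3.86 (standard error 0.24, edgeR adjusted p = 8.47e-05), Slc4a8, with 3.12, Strip2, with 2.64, Adgrg6, with 3.01, and Psca, with 4.32. Gene labels of the volcano plots were read by eye, and labels that could not be matched to a gene were left out. All matched genes of the left panel of Figure 1C were called in the direction drawn, 24 higher and 9 lower. In the right panel 21 of 21 higher and 10 of 12 lower were.

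**Figure D1:**
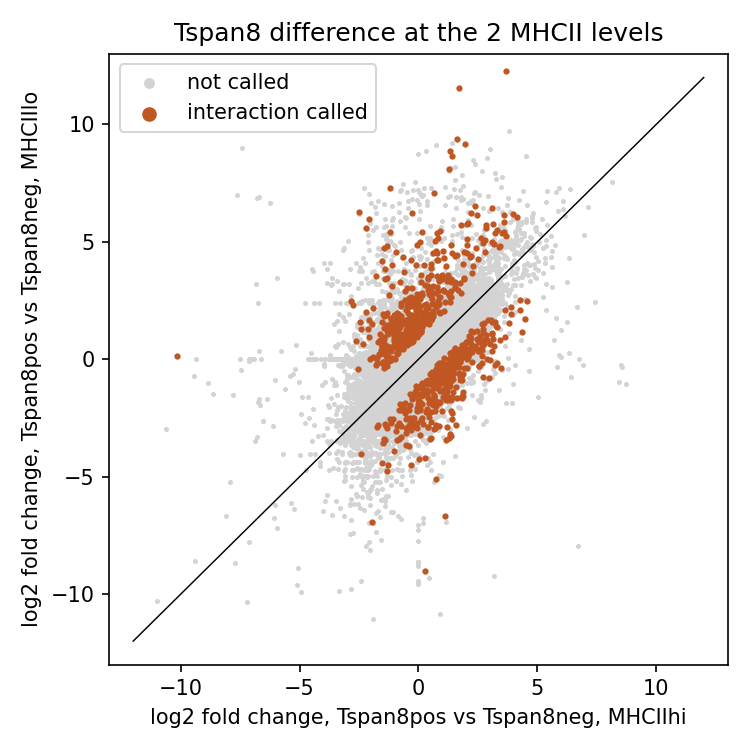
Log2 fold change of Tspan8 pos against Tspan8 neg mTECs in the MHCII hi libraries (x axis) and in the MHCII lo libraries (y axis), 1 point per tested gene. The diagonal marks equal fold changes, and the 783 genes with a called interaction (orange) lie on both sides of it.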

The identified differentially expressed genes (**Figure 1C**, **Supplementary Figure 1A**) have miscellaneous biological functions and tissue origin, a previously described feature of promiscuously expressed genes (12, 19, 36). As a quality check, we analyzed the Tspan8 and MHCII mRNA expression levels in our RNA sequencing dataset (**Figure 1D**). 

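Tspan8 (ENSMUSG00000034127) lies on chromosome 10 from 115816832 to 115849893 of GRCm38 and is overlapped on the opposite strand by the annotated gene 4930422I22Rik. It had 40.4 ± 34.1 normalized counts (SD, n = 2) in Tspan8 negMHCII lo, 37.1 ± 5.41 in Tspan8 negMHCII hi, 1702 ± 163 in Tspan8 posMHCII hi and 1585 ± 39.1 in Tspan8 posMHCII lo. Its log2 fold change between Tspan8 pos and Tspan8 neg mTECs was 5.24 (standard error 0.36, edgeR adjusted p = 1.26e-06) in the MHCII lo and 5.56 (standard error 0.36, edgeR adjusted p = 8.97e-07) in the MHCII hi subsets. With single libraries left out, these ranged from 4.61 to 6.60 and from 5.44 to 5.75. Between MHCII hi and MHCII lo mTECs its level did not differ detectably, with -0.24 (edgeR adjusted p = 0.683) in Tspan8 neg and 0.08 (edgeR adjusted p = 0.883) in Tspan8 pos mTECs. H2-Ab1 (ENSMUSG00000073421), the MHCII gene, lies on chromosome 17 from 34257689 to 34269419. It had 8375 ± 1232 normalized counts in Tspan8 negMHCII lo, 23702 ± 326 in Tspan8 negMHCII hi, 11375 ± 636 in Tspan8 posMHCII hi and 2238 ± 118 in Tspan8 posMHCII lo. The MHCII hi subsets were higher by a log2 fold change of 1.42 (standard error 0.12, edgeR adjusted p = 9.76e-06) in Tspan8 neg and 2.33 (standard error 0.13, edgeR adjusted p = 5.55e-06) in Tspan8 pos mTECs. H2-Ab1 was lower in Tspan8 pos than in Tspan8 neg mTECs, with log2 fold changes of -1.91 (edgeR adjusted p = 9.18e-07) in the MHCII lo and -0.998 (edgeR adjusted p = 8.95e-05) in the MHCII hi subsets, the latter just inside the fold change limit. Whether it is called depends on the setting. It was called with DESeq2's Wald test (-1.06), with DESeq2's size factors (-1.06), without the filter on low counts (-1.03) and with at least 10 counts in 4 libraries (-1.04), as well as after thinning (-1.04) and the correction for GC content and transcript length (-1.10), chosen after the data were seen. It was not called with the replicate block or in the fit to 4 libraries.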

The mRNA expression levels of Tspan8 and MHCII in the four mTEC subsets correlated well with the protein expression levels used for FACS sorting. We additionally validated those expression levels using quantitative real-time PCR (**Supplementary Figure 1B**). Based on the mTEC maturation markers CD80, Ivl, Krt10, Aire, and Epcam, the four mTEC subsets were analyzed with respect to their developmental stage (37–40). The isolated mTEC subsets are characterized by differences in the expression of early-to-late mTEC developmental signatures, giving rise to a putative developmental sequence of Tspan8^neg^MHCII^low^ (containing immature mTECs) – Tspan8^neg^MHCII^high^ (mature mTECs) - Tspan8^pos^MHCII^high^ (mature mTEC subset) – Tspan8^pos^MHCII^low^ (late mTECs/post-Aire mTECs). At first, MHCII and CD80 are lowly expressed (immature mTECs), followed by an upregulation of MHCII, CD80, and Aire (mature mTECs), followed by an additional increase in Ivl and Krt10 expression, markers of keratinization and cornification (Tspan8 mature mTEC subset) in which MHCII, CD80, and Aire start to be downregulated, and finally, a stage with the lowest MHCII, CD80, and Aire expression levels in combination with high expression levels for Krt10 and Ivl (late mTECs/post-Aire mTECs). 

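Cd80 (ENSMUSG00000075122) lies on chromosome 16 from 38455561 to 38496335. It had 49.5 ± 27.4 normalized counts (SD, n = 2) in Tspan8 negMHCII lo, 717 ± 62.1 in Tspan8 negMHCII hi, 229 ± 33.8 in Tspan8 posMHCII hi and 64.2 ± 3.26 in Tspan8 posMHCII lo. Cd80 was higher in Tspan8 negMHCII hi than in Tspan8 negMHCII lo by a log2 fold change of 3.80 (standard error 0.27, edgeR adjusted p = 2.88e-06) and lower in Tspan8 posMHCII hi than in Tspan8 negMHCII hi, with -1.58 (standard error 0.23, edgeR adjusted p = 0.00028). It was lower again in Tspan8 posMHCII lo than in Tspan8 posMHCII hi, since the difference of MHCII hi from MHCII lo was 1.83 (edgeR adjusted p = 0.00098). Tspan8 posMHCII lo and Tspan8 negMHCII lo could not be told apart, at 0.39 (edgeR adjusted p = 0.357), and after thinning of every library to the smallest total, an alternative chosen after the data were seen, this small difference changed sign to -0.026. Aire (ENSMUSG00000000731), which is overlapped on the opposite strand by Dnmt3l, lies on chromosome 10 from 78030022 to 78043610 and had 925 ± 30.7, 12067 ± 623, 2125 ± 449.5 and 111 ± 63.1 normalized counts in the same order of subsets. It was lower in Tspan8 pos mTECs, at -2.91 (edgeR adjusted p = 1.24e-05) in the MHCII lo and -2.44 (edgeR adjusted p = 2.28e-05) in the MHCII hi subsets, and higher in MHCII hi mTECs, by 3.62 (edgeR adjusted p = 3.12e-06) in Tspan8 neg and 4.09 (edgeR adjusted p = 9.95e-06) in Tspan8 pos mTECs. Ivl (chromosome 3) had 35.2 ± 8.62, 34.5 ± 12.2, 1117 ± 236 and 1429 ± 301 normalized counts, and its Tspan8 pos to Tspan8 neg log2 fold change was 5.34 in MHCII lo and 5.13 in MHCII hi mTECs. Krt10 (chromosome 11), overlapped on the opposite strand by Gm11940, had 195 ± 67, 329 ± 83.9, 8202 ± 828 and 7248 ± 78.4 normalized counts, with fold changes of 5.20 and 4.69. Between Tspan8 posMHCII hi and Tspan8 posMHCII lo, Ivl (-0.36, edgeR adjusted p = 0.291) and Krt10 (0.16, edgeR adjusted p = 0.671) did not differ detectably. Epcam had 1965 ± 487, 2495 ± 156, 3649 ± 344 and 4524 ± 456 normalized counts. It was called higher in Tspan8 posMHCII lo than in Tspan8 negMHCII lo (edgeR adjusted p = 0.000201) and did not pass the threshold between Tspan8 posMHCII hi and Tspan8 negMHCII hi, at 0.61 (edgeR adjusted p = 0.0135). H2-Ab1 in Tspan8 posMHCII hi exceeded Tspan8 negMHCII lo by only 0.42 (edgeR adjusted p = 0.0154). From the combination of these markers, low MHCII and CD80 first, then high MHCII, CD80 and Aire, then additional Ivl and Krt10 and finally the loss of MHCII, CD80 and Aire, the paper proposes a developmental sequence from Tspan8 negMHCII lo through Tspan8 negMHCII hi and Tspan8 posMHCII hi to Tspan8 posMHCII lo, the late or post-Aire mTECs.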

Notably, we observed Tuft-signature genes (Dclk1, Avil, Trpm5, Alox5, Plcb2, and different taste 2 receptors (Tas2r)) among the most differentially expressed genes in the MHCII^low^ subsets, independent of the Tspan8 expression level (in Tspan8^neg^MHCII^low^ and Tspan8^pos^MHCII^low^) (**Supplementary Figure 1A**). Thus, the Tspan8^neg^MHCII^low^ mTEC population is a mixture of MHCII^low^ immature mTECs and mimetic mTECs. 

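The log2 fold changes of MHCII hi against MHCII lo mTECs were negative for each of the single genes named, so that they were higher in the MHCII lo subsets. Dclk1 (chromosome 3 from 55242364 to 55539068) had -2.18 (standard error 0.18, edgeR adjusted p = 7.28e-06) in Tspan8 neg and -2.58 (standard error 0.17, edgeR adjusted p = 7.69e-06) in Tspan8 pos mTECs. Avil (chromosome 10 from 127000709 to 127020994) had -3.26 (standard error 0.16, edgeR adjusted p = 5.9e-07) and -2.61 (standard error 0.16, edgeR adjusted p = 5.63e-06), Trpm5 (chromosome 7 from 143069153 to 143094642) had -3.22 (edgeR adjusted p = 9.52e-07) and -2.78 (edgeR adjusted p = 7.17e-06), and Alox5 (chromosome 6 from 116410077 to 116461178) had -3.13 (edgeR adjusted p = 3.07e-06) and -2.75 (edgeR adjusted p = 1.18e-05). Plcb2 (chromosome 2 from 118707517 to 118728438) had -3.73 (standard error 0.23, edgeR adjusted p = 1.25e-06) and -2.41 (standard error 0.21, edgeR adjusted p = 2.72e-05). Dclk1, Avil and Trpm5 are overlapped by annotated genes on the opposite strand. The interaction was not called for Dclk1 (0.40, edgeR adjusted p = 0.34), Avil (-0.64, edgeR adjusted p = 0.0754), Trpm5 (-0.44, edgeR adjusted p = 0.273) or Alox5 (-0.39, edgeR adjusted p = 0.447). For Plcb2 it was -1.32 (edgeR adjusted p = 0.0146) and passed the threshold with DESeq2, where it was -1.26, without the filter on low counts, where it was -1.25, and with the replicate block, where it was -1.31. Of 35 genes with a Tas2r symbol in the table, pseudogenes included, 13 had enough counts to be tested. Among them 8 were called higher in Tspan8 negMHCII lo than in Tspan8 negMHCII hi (9 with adjustment over these genes alone) and 2 in Tspan8 posMHCII lo than in Tspan8 posMHCII hi (3 over these genes alone). Tas2r genes are paralogs of similar sequence, and the split of reads among them is uncertain. Together with 18 Tuft genes that the paper names singly, these make 53 genes, of which 31 were tested. Of the tested genes, 23 were called higher in MHCII lo mTECs within the Tspan8 neg and 18 within the Tspan8 pos subsets, the same numbers with the replicate block, or 25 and 21 when adjusted over the list. Part of the list is the paper's own selection from these libraries. Among the 13 tested genes named elsewhere in the paper, 10 and 11 were called. Of the alternatives fixed for this list, an adjusted p of 0.05 moved the counts most, to 26 and 21. Applied to the list only after the data were seen, the filter of at least 10 counts in at least 4 libraries gave 19 and 18, the fit to the 4 libraries of each comparison gave 19 and 22, and thinning to equal depth 19 and 17. Siglecf had a called interaction, at 3.23 (standard error 0.56, edgeR adjusted p = 0.00446). With DESeq2, without the filter on low counts or with the replicate block, Gnat3 was called beside Siglecf and Plcb2, at -1.89, -1.83 and -1.95. Within the MHCII lo subsets, 14 of the 31 genes were called higher in Tspan8 pos than in Tspan8 neg mTECs, Dclk1 by 3.13 and Plcb2 by 1.13, and within the MHCII hi subsets 15 were.

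**Figure D2:**
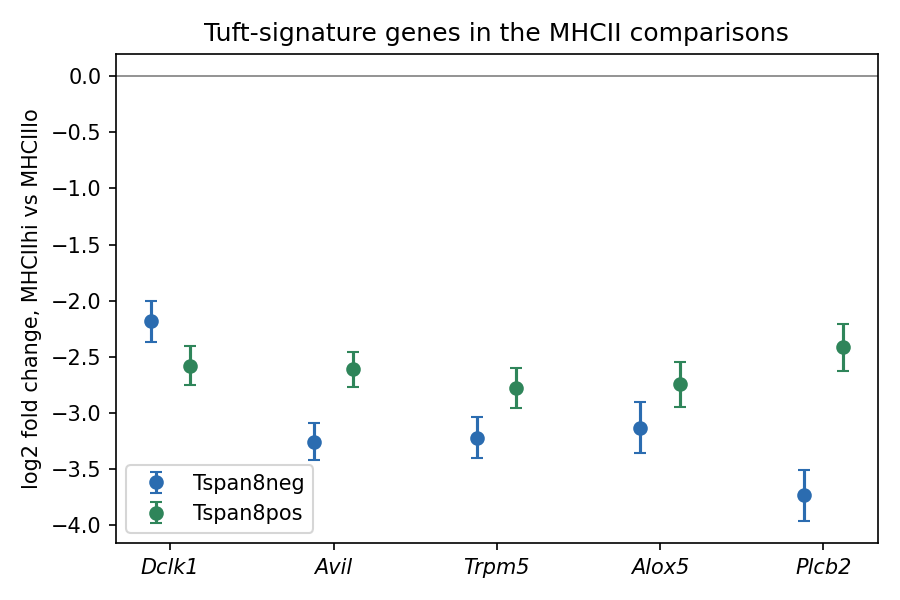
Log2 fold change of MHCII hi against MHCII lo mTECs (y axis) for Dclk1, Avil, Trpm5, Alox5 and Plcb2 (x axis) in Tspan8 neg (blue) and Tspan8 pos (green) mTECs, with bars of 1 standard error on either side. All points lie below 0, between -3.73 and -2.18.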

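Genes named by the paper for immature and mimetic mTECs differed in their distribution over the subsets. Ccl21a (chromosome 4 from 42772860 to 42773993), whose near-identical copies make its count uncertain, had 15783 ± 4642 normalized counts (SD, n = 2) in Tspan8 negMHCII lo, 1041 ± 33.6 in Tspan8 negMHCII hi, 1658 ± 50 in Tspan8 posMHCII hi and 2275 ± 767 in Tspan8 posMHCII lo. Against Tspan8 negMHCII lo, Tspan8 negMHCII hi was changed by -4.00 (standard error 0.25, edgeR adjusted p = 1.32e-06) and Tspan8 posMHCII lo by -2.81 (standard error 0.24, edgeR adjusted p = 4.88e-06) on the log2 scale. Pdpn (chromosome 4 from 143267431 to 143299564) was likewise highest in Tspan8 negMHCII lo, with changes of -2.77 (edgeR adjusted p = 0.000161) in Tspan8 negMHCII hi and -2.51 (edgeR adjusted p = 0.000425) in Tspan8 posMHCII lo. Gp2 (chromosome 7 from 119442537 to 119459285), a gene of microfold cells, was higher in Tspan8 pos mTECs by 3.07 (edgeR adjusted p = 1.92e-06) in the MHCII lo and 3.10 (edgeR adjusted p = 2.05e-06) in the MHCII hi subsets. Its difference between Tspan8 negMHCII hi and Tspan8 negMHCII lo, -0.91 (edgeR adjusted p = 0.00614), was inside the fold change limit and reached -1.06 with a correction for GC content and transcript length, which was chosen after the data were seen. Among 6 genes examined as thymocyte markers, Ptprc, Cd3e, Rag1 and Lck were called higher in Tspan8 negMHCII lo than in Tspan8 negMHCII hi, and 5 of 6 were with the replicate block. Thymocyte RNA is a candidate source of these transcripts, but their origin was not shown. Ptprc encodes CD45, which is not specific to thymocytes. It was also called higher in Tspan8 posMHCII lo than in Tspan8 negMHCII hi, by 1.87 (edgeR adjusted p = 0.00234), where the other markers did not differ detectably. Cd3e is overlapped by an annotated gene on the opposite strand. All 6 thymocyte markers examined were higher in replicate 2 than in replicate 1 of every subset, by a median of 1.58 on the log2 scale in Tspan8 negMHCII lo.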

The recently identified and characterized Tuft-mTECs are described to reflect a late mTEC developmental stage contributing to central tolerance induction and iNKT-cell development (15, 20, 27).

**Figure 1:**
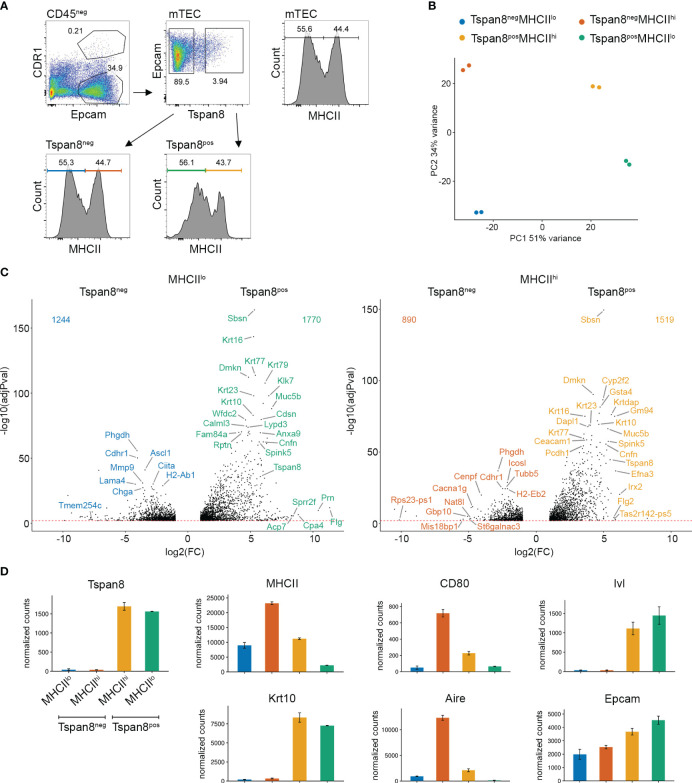
Co-expression groups in MHCII low and high Tspan8^pos^ mTEC populations analyzed by RNA sequencing. **(A)** FACS gating strategy for Tspan8^pos^ mTEC isolation. Pregated on life-singlets-CD45^neg^, mTECs are isolated as Epcam^pos^CDR1^neg^. **(B)** Principal component analysis of Tspan8^neg^MHCII^lo^ (blue), Tspan8^neg^MHCII^hi^ (red), Tspan8^pos^MHCII^lo^ (green), and Tspan8^pos^MHCII^hi^ (orange) mTECs using the top 1000 variable genes from the RNA sequencing. **(C)** Volcano plots of differential gene expression between Tspan8^neg^MHCII^lo^ (blue) compared to Tspan8^pos^MHCII^lo^ (green) left panel and Tspan8^neg^MHCII^hi^ (red) compared to Tspan8^pos^MHCII^hi^ (orange) right panel. **(D)** Normalized gene expression counts for Tspan8, MHCII, CD80, Ivl, Krt10, Aire, and Epcam in Tspan8^neg^MHCII^lo^ (blue), Tspan8^neg^MHCII^hi^ (red), Tspan8^pos^MHCII^hi^ (orange) and Tspan8^pos^MHCII^lo^ (green) mTEC populations. Normalized mean counts ± SEM. See also **Supplementary Figure 1**.

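On the 1000 most variable genes after DESeq2's variance stabilizing transformation, the first principal component held 58.4% of the variance, the second 32.0% and the third 3.69%. The replicates of Tspan8 negMHCII lo were at -39.2 and -34.1 on the first component and those of Tspan8 negMHCII hi at -38.4 and -34.7, while those of Tspan8 posMHCII hi were at 31.2 and 28.7 and those of Tspan8 posMHCII lo at 44.3 and 42.4. The second component separated the MHCII levels, with Tspan8 negMHCII lo at 37.1 and 33.2, Tspan8 posMHCII lo at 18.7 and 16.4, Tspan8 posMHCII hi at -20.6 and -21.1 and Tspan8 negMHCII hi at -30.6 and -33.1. The largest distance between replicates on both components was 6.45, against 38.7 for the closest libraries of different subsets. The transformation is not named in the legend, and log2 CPM moved the share of the first component most among the alternatives, to 46.8%. The share of the second moved most without replicate 1 of Tspan8 negMHCII lo, to 23.6%.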

It has been previously described that co-expressed genes in mTECs exhibit distinct regulatory motifs in their upstream promoter regions (12, 17). The enrichment of a binding motif in promoter regions of co-expressed genes serves as an indication for a putative role in the transcriptional regulation; however, whether those transcription factors actually bind those regions and regulate transcription in these specific mTEC subsets needed to be addressed. In an indirect, genome-wide, and unbiased approach, we applied ATAC sequencing and ATAC footprinting analysis on the four mTEC subsets to identify open genomic regions bound by transcription factors, which are putatively involved in the regulation of promiscuous gene expression in the mTEC subsets.

### 2.2 Regulatory motif occupancy adverts the regulatory network underlying promiscuous gene expression and mTEC maturation

The transcription factors complementing the transcriptional regulation by Aire and Fezf2 in mTECs remained to be identified. The transcription factors known to regulate gene expression in peripheral tissues were shown to be dispensable for the respective gene regulation in the thymus. Therefore, in order to identify the transcription factors involved in the regulation of self-peptide and maturation-dependent gene expression in thymic stroma cells, it was important to utilize a comprehensive and unbiased approach. ATAC footprinting analysis allows for an indirect readout of occupied TFBMs in promoter regions. Through this approach, the list of putative TFs identified based on the enrichment of TFBM enrichments in the promoter regions can be further narrowed down to TFs for which putative binding is detected.

ATAC-seq footprinting analysis is sensitive to mitochondrial DNA overrepresentation in sequencing data sets. Yet, a sufficient sequencing depth on the chromosomes and genes to be analyzed is essential for robust identification of binding events. Therefore, at first, we analyzed the chromosomal distribution and sequencing fragment length of our ATAC-seq datasets. The representation of mitochondrial DNA reads was relatively low in all four mTEC subsets and all replicates (**Supplementary Figure 2A**). Furthermore, the high proportion of reads in fragment length of nucleosome-free regions, being below 100 bps as opposed to mono-, di-, or tri-nucleosome bound regions, provided ideal conditions for the ATAC footprinting analysis (**Supplementary Figure 2B**).

We analyzed the ATAC reads of mTECs Tspan8^pos^MHCII^lo^, Tspan8^pos^MHCII^hi^, Tspan8^neg^MHCII^lo^, and Tspan8^neg^MHCII^hi^ (**Figure 2A**, **Supplementary Figures 2C**, **3A**). The differential ATAC reads in distal regions and promoter regions for Tspan8^pos^MHCII^lo^ compared to Tspan8^neg^MHCII^lo^ (Tspan8 pos/neg in MHCII^low^-mTECs) and Tspan8^pos^MHCII^hi^ compared to Tspan8^neg^MHCII^hi^ (Tspan8 pos/neg in MHCII^high^-mTECs) were assigned to their nearest gene (**Figure 2B**). This comparison was used to analyze TRA-specific regulatory patterns. Additionally, we compared Tspan8^neg^MHCII^hi^ to Tspan8^neg^MHCII^lo^ (MHCII high/low of the Tspan8^neg^-mTEC subsets) and Tspan8^pos^MHCII^hi^ to Tspan8^pos^MHCII^lo^ (MHCII high/low of the Tspan8^pos^-mTEC subsets) to analyze regulatory patterns involved in the transcriptional control of maturation processes (**Supplementary Figure 3B**). We observed distinct ATAC reads in the MHCII^lo^ and MHCII^hi^ mTECs (**Supplementary Figures 3A, B**) and also specific ATAC read signatures for the Tspan8^neg^ and Tspan8^pos^ mTECs (**Figures 2A, B**), respectively. Noteworthy, the Tspan8 gene promoter was among the gene promoters with ATAC reads in the Tspan8^pos^ FACS isolated mTEC population, serving as a positive control, showing that Tspan8 gene expression correlated with open chromatin at the Tspan8 promoter region. Next, we correlated the ATAC-seq reads in promoter regions with the level of gene expression in the RNA-seq dataset. As expected, we observed a correlation of open chromatin regions, represented by the ATAC-seq reads, in the promoter region of expressed genes in the mTEC datasets (**Supplementary Figures 4A, B**).

**Figure 2:**
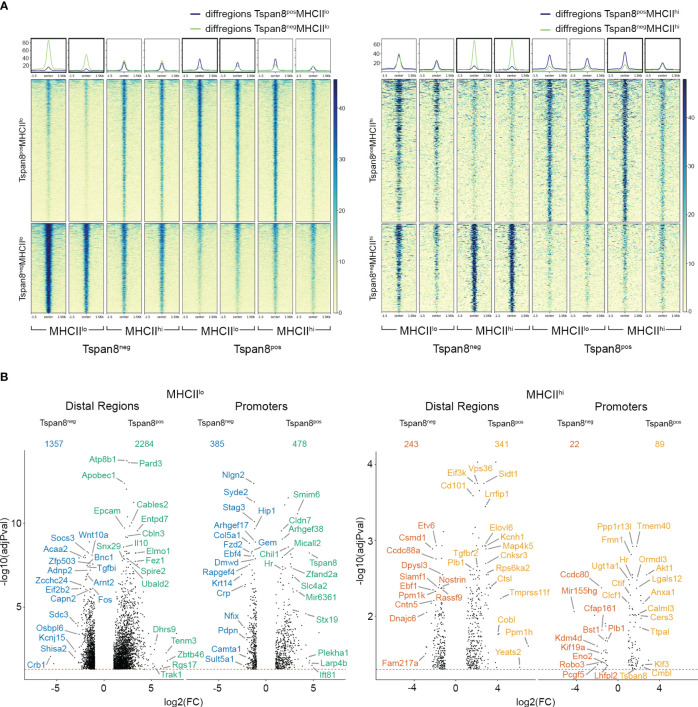
Differential ATAC-seq reads in Tspan8^pos^ compared to Tspan8^neg^ mTEC subpopulations. **(A)** Differential ATAC reads in Tspan8^pos^MHCII^lo^ compared to Tspan8^neg^MHCII^lo^ on the left and Tspan8^pos^MHCII^hi^ compared to Tspan8^neg^MHCII^hi^ on the right. Heatmaps show normalized reads within +/- 1.5 kb around the differential regions. **(B)** Volcano plot showing differential ATAC reads between Tspan8^neg^MHCII^lo^ (blue) compared to Tspan8^pos^MHCII^lo^ (green), left panel and Tspan8^neg^MHCII^hi^ (red) compared to Tspan8^pos^MHCII^hi^ (orange), right panel. The nearest genes to the differential distal regions and promoter regions are depicted. Numbers indicate the total amount of genes identified for each classification. See also **Supplementary Figures 2**, **3**.

### 2.3 ATAC footprinting analysis indicates a role of the transcription factors Elf3, Elf5, Ehf, Klf1, and Klf4 in the transcriptional control of gene expression in mTECs

We performed footprinting analysis on our ATAC-seq data and explored the ATAC footprints in promoter regions of co-expressed genes (Tspan8^pos^ compared to Tspan8^neg^ mTECs) to identify the transcription factors regulating gene expression in the isolated mTEC subsets. To this end, our underlying derivation was that for those transcription factors that are involved in the transcriptional regulation of gene expression, the following criteria would apply: **I.** the target gene is expressed and detectable on the mRNA level, **II.** the presence of the TFBM in the promoter region of the expressed gene, **III.** ATAC-seq footprint around the TFBM in the promoter region of expressed genes serves as an indirect read-out for an occupied TFBM in an open chromatin region, **IV.** the corresponding transcription factor predicted to be binding to the TFBM in the promoter region is expressed in our mTEC subset (**Figure 3A**).

**Figure 3:**
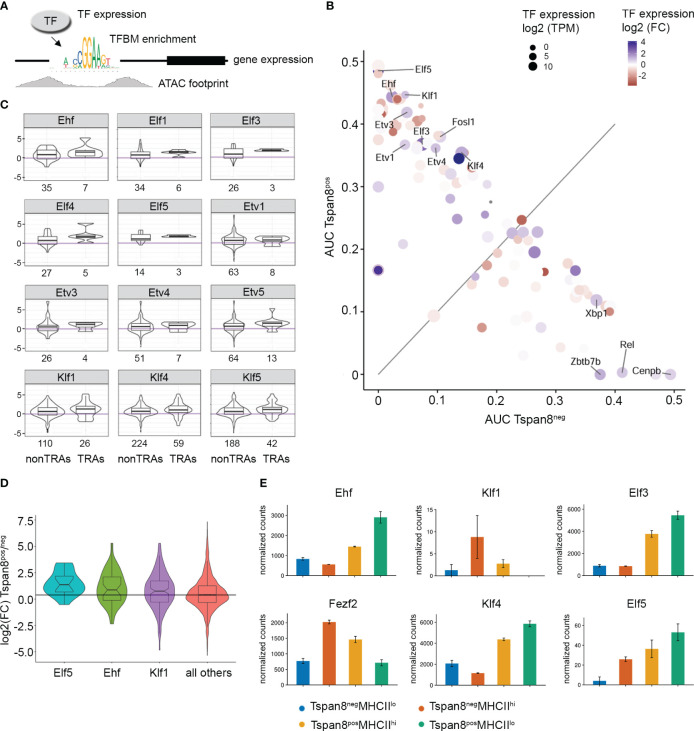
Identification of candidate transcription factors responsible for the regulation of gene expression in Tspan8^pos^ mTECs by correlation of differential ATAC-seq footprinting with the corresponding transcription factor and target gene expression. **(A)** Schematic representation of the experimental setup. A combinatorial enrichment analysis (Tspan8^pos^ vs. Tspan8^neg^) was performed for transcription factor expression with corresponding enrichment of the specific TFBM in the promoter region, ATAC footprint signal, and target gene expression. **(B)** Area under the curve (AUC) values of differential footprint enrichment in TRA gene promoters are plotted for Tspan8^pos^ MHCII^lo^ compared to Tspan8^neg^ MHCII^lo^ mTECs. Dot size shows the transcription factor (TF) expression in log2 transcripts per million (TPM). Color code indicates the log2 fold change of TF expression between Tspan8^pos^ and Tspan8^neg^. **(C)** Expression of nearest genes (log2 fold change) to differential ATAC peak with respective TF footprint for Tspan8^pos^ compared to Tspan8^neg^ mTECs. Numbers indicate the total number of target genes of the corresponding TF for non-TRAs (left bar) and TRAs (right bar) each. **(D)** Expression of nearest genes to differential ATAC peak with respective TF footprint; shown is the log2 fold change of gene expression (Tspan8^pos^ vs. Tspan8^neg^) for the transcription factors Elf5, Ehf, and Klf1. **(E)** Normalized gene expression counts for Ehf, Fezf2, Klf1, Klf4, Elf3, and Elf5 in Tspan8^neg^MHCII^lo^ (blue), Tspan8^neg^MHCII^hi^ (red), Tspan8^pos^MHCII^hi^ (orange) and Tspan8^pos^MHCII^lo^ (green) mTEC populations. Normalized mean counts ± SEM. See also **Supplementary Figure 4**.

Thus, we used the differential gene expression analysis of our RNA-seq data and identified the enriched TFBMs in the promoter region of the differentially expressed genes. We then correlated those enriched TFBMs in promoter regions of differentially expressed genes with our ATAC footprinting analysis. The observed ATAC footprints in the promoter region of differentially expressed genes served as an indirect detection of transcription factor binding to the promoter region because the TF binding would make that particular region inaccessible to the Tn5 transposase in the ATAC assay, resulting in a defined small region devoid of reads within a larger region of open chromatin with corresponding ATAC reads. 

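Besides Ehf, Elf3, Elf5, Klf1 and Klf4, 12 transcription factors are plotted in Figures 3B, C, namely Elf1, Elf4, Etv1, Etv3, Etv4, Etv5, Klf5, Fosl1, Xbp1, Zbtb7b, Rel and Cenpb, and all had enough counts to be tested. Between Tspan8 posMHCII lo and Tspan8 negMHCII lo, 5 were called higher (6 with adjustment over the 12 alone) and 1 lower in Tspan8 pos mTECs, and between Tspan8 posMHCII hi and Tspan8 negMHCII hi, 5 were called higher. Klf5 (chromosome 14 from 99298691 to 99315036) had log2 fold changes of 1.23 (standard error 0.23, edgeR adjusted p = 0.00126) in the MHCII lo and 2.67 (standard error 0.24, edgeR adjusted p = 7.81e-06) in the MHCII hi subsets. Xbp1 had 1.08 and 1.44, and Zbtb7b, overlapped on the opposite strand by Gm15417, had 1.46 and 1.14, all called. Etv3 (1.07, edgeR adjusted p = 0.000125) and Rel (1.02, edgeR adjusted p = 0.000133) were called higher only in the MHCII lo comparison, and for both the interaction was called, at 1.08 (edgeR adjusted p = 0.00561) and 1.197 (edgeR adjusted p = 0.00252). Etv1 (1.54, edgeR adjusted p = 0.00981) and Cenpb (1.02, edgeR adjusted p = 8.3e-05) were called only in the MHCII hi comparison, with MHCII lo values of 1.51 and 0.87 that missed a threshold and interactions of -0.03 (edgeR adjusted p = 0.991) and -0.14 (edgeR adjusted p = 0.659). Cenpb is overlapped by Spef1 on the same strand, so its count is uncertain. Etv5 was lower in Tspan8 posMHCII lo, at -1.84 (edgeR adjusted p = 0.00676), a call that was lost with DESeq2, where the fold change was -1.91 (DESeq2 adjusted p = 0.0173), and in the fit to only the 4 libraries of that comparison, where it was -1.85 (edgeR adjusted p = 0.0193). Elf1, Elf4, Etv4 and Fosl1 passed the thresholds in neither comparison. Elf1 and Fosl1 are overlapped by annotated genes on the opposite strand.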

Based on this indirect binding identification, we then analyzed the expression intensity of the predicted corresponding transcription factors that would bind the respective TFBMs (**Figure 3B**). Through this indirect genome-wide screening approach, we identified transcription factors of the ELF, ESE, ERF, and PEA3 subfamily of the ETS transcription factor family, and members of the Krüppel-like family of transcription factors to be involved in gene expression regulation in mTECs (**Figures 3B, C**). The expression levels of the nearest gene to the differential ATAC footprint were identified and the differential gene expression of the target genes, in particular, TRA genes, was plotted for those transcription factors that were identified in the screening (**Figure 3C**). Elf5, Ehf, and Klf1 were the top candidates identified by our approach (**Figures 3B, D**) based on the differential footprint enrichment in TRA gene promoters, followed by Elf3 and Klf4, which also showed enriched footprints, but slightly lower enrichment values. However, Ehf, Elf3, and Klf4 showed higher TF expression levels (dot size, **Figure 3B**) and fold change in expression (dot color scale) compared to Klf1 and Elf5. 

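For Ehf (ENSMUSG00000012350; chromosome 2 from 103263433 to 103303278) the log2 fold change of Tspan8 pos against Tspan8 neg mTECs was 1.86 (standard error 0.14, edgeR adjusted p = 1.96e-06) in the MHCII lo and 1.57 (standard error 0.14, edgeR adjusted p = 7.51e-06) in the MHCII hi subsets. For Elf3 (ENSMUSG00000003051; chromosome 1 from 135253575 to 135258568), overlapped on the opposite strand by Gm26642, it was 2.56 (standard error 0.17, edgeR adjusted p = 9.52e-07) and 2.22 (standard error 0.17, edgeR adjusted p = 2.7e-06), and for Klf4 (ENSMUSG00000003032; chromosome 4 from 55527143 to 55532466) 1.48 (standard error 0.15, edgeR adjusted p = 1.67e-05) and 2.00 (standard error 0.15, edgeR adjusted p = 2.38e-06). Elf5 (ENSMUSG00000027186; chromosome 2 from 103411688 to 103450989), with few counts, had 4.25 (standard error 0.66, edgeR adjusted p = 0.000412) in the MHCII lo subsets and 0.82 (standard error 0.46, edgeR adjusted p = 0.179) in the MHCII hi subsets, and the difference between these was 3.43 (edgeR adjusted p = 0.0226). With single libraries left out, the MHCII lo fold change of Elf5 ranged from 3.41 to 9.00, and that of Ehf from 1.79 to 1.94. The mean of Elf5 in Tspan8 negMHCII lo lay under the floor, so the size of its fold is uncertain. Klf1 (ENSMUSG00000054191; chromosome 8 from 84901928 to 84905291) did not pass the filter on low counts and was not tested in the main fit. Without that filter its log2 fold change was -3.47 in the MHCII lo (edgeR adjusted p = 0.329) and -1.69 in the MHCII hi subsets (edgeR adjusted p = 0.297), neither past the threshold. Both MHCII lo subsets were under the floor, so the value of -3.47 is not a resolved fold.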

The mRNA expression levels of the identified transcription factors analyzed by RNA-seq and qRT-PCR are plotted in (**Figure 3E**, **Supplementary Figure 4D**) and compared to the expression levels of Fezf2. 

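Ehf had 838 ± 70.1 normalized counts (SD, n = 2) in Tspan8 negMHCII lo, 509 ± 36.5 in Tspan8 negMHCII hi, 1450.3 ± 145 in Tspan8 posMHCII hi and 3058 ± 155 in Tspan8 posMHCII lo. In the same order, Elf3 had 899 ± 180.1, 848 ± 45.5, 3792 ± 438 and 5311 ± 554, and Klf4 had 2078 ± 369, 1133 ± 90.1, 4334 ± 213 and 5786 ± 408 normalized counts. Fezf2 (ENSMUSG00000021743; chromosome 14 from 12342094 to 12348189) had 762 ± 97, 2000.3 ± 68.9, 1452 ± 153 and 708 ± 140.2. Fezf2 was higher in MHCII hi than in MHCII lo mTECs, by a log2 fold change of 1.31 (standard error 0.17, edgeR adjusted p = 0.00011) in Tspan8 neg and 1.00 (standard error 0.17, edgeR adjusted p = 0.0019) in Tspan8 pos mTECs. The latter lay at the fold change limit, and it was 0.97 after thinning to equal depth and 0.95 with the correction for GC content and transcript length, which were both chosen after the data were seen. Between Tspan8 pos and Tspan8 neg mTECs Fezf2 did not differ detectably, at -0.09 (edgeR adjusted p = 0.702) in the MHCII lo and -0.40 (edgeR adjusted p = 0.0723) in the MHCII hi subsets. Scaling by TMM or by total counts in place of DESeq2's size factors moved the mean by more than 1 SD for some of these levels. With TMM, Ehf was at 933, 535, 1590 and 3395 in the same order of subsets, higher in each. Both scalings were set to the mean library size, which is a different unit. Part of each move is therefore a change of scale and not of the relation between subsets.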

Hereby, it became apparent that the identified candidate TFs varied substantially in their expression levels, and even though Klf1 and Elf5 were differentially expressed and showed enrichment for the ATAC footprint, the isolated mTEC subsets did not show high expression levels for these TFs. This could be due to the subset selection that we looked at, meaning that, at the particular time when we isolated this subset, the mRNA for Klf1 might not have been transcribed at the maximum level yet and might have been upregulated in a later, subsequent developmental stage, or it may not be transcribed at the maximum level anymore, having been downregulated again. 

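The deposited counts of Klf1 were 2 and 0 in the replicates of Tspan8 negMHCII lo, 4 and 23 in Tspan8 negMHCII hi, 4 and 2 in Tspan8 posMHCII hi and 0 and 0 in Tspan8 posMHCII lo, so that most libraries were at or near the floor of 3 counts and a low level could not be resolved at this depth. Without the filter on low counts, the MHCII hi to MHCII lo log2 fold change of Klf1 was 2.85 in Tspan8 neg (edgeR adjusted p = 0.108) and 4.63 in Tspan8 pos mTECs (edgeR adjusted p = 0.208). The MHCII lo subsets were under the floor, so these fitted values are not resolved folds. Elf5 had 2.6 ± 3.68 normalized counts (SD, n = 2) in Tspan8 negMHCII lo, 25.5 ± 5.63 in Tspan8 negMHCII hi, 43.9 ± 0.123 in Tspan8 posMHCII hi and 53.4 ± 16.3 in Tspan8 posMHCII lo. Among tested genes, this put Elf5 at the expression percentile 6.42 in Tspan8 negMHCII lo, 24.5 in Tspan8 negMHCII hi, 37.5 in Tspan8 posMHCII hi and 42 in Tspan8 posMHCII lo. Elf5 was also higher in Tspan8 negMHCII hi than in Tspan8 negMHCII lo, at 3.07 (standard error 0.69, edgeR adjusted p = 0.00448). In the fit to only the 4 libraries of that comparison it was 3.14 and the call was lost.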

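Ehf was at the expression percentile 99.1 among tested genes in Tspan8 posMHCII lo and at 97.3 in Tspan8 posMHCII hi, Elf3 at 99.6 and 99.4, and Klf4 at 99.6 and 99.5. Within Tspan8 pos mTECs, the log2 fold change of MHCII hi against MHCII lo was -1.09 (standard error 0.13, edgeR adjusted p = 0.000281) for Ehf, a call, -0.51 (standard error 0.16, edgeR adjusted p = 0.0532) for Elf3 and -0.44 (standard error 0.14, edgeR adjusted p = 0.0602) for Klf4, and the differences of Elf3 and Klf4 passed neither threshold. With single libraries left out, these fold changes ranged from -1.18 to -0.99 for Ehf, from -0.63 to -0.38 for Elf3 and from -0.52 to -0.35 for Klf4.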

Whereas Ehf, Elf3, and Klf4 showed high expression levels and strong enrichment in Tspan8^pos^ mTECs, with the highest expression in the Tspan8^pos^MHCII^low^ mTEC subset. Based on the expression marker analysis of the subsets (**Figure 1D**), these data suggest that those transcription factors play a role in gene regulation in late and post-Aire mTECs. 

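Compared across both markers at once, Tspan8 posMHCII lo exceeded Tspan8 negMHCII hi by a log2 fold change of 2.66 (standard error 0.14, edgeR adjusted p = 1.17e-07) for Ehf, 2.73 (standard error 0.17, edgeR adjusted p = 3.45e-07) for Elf3 and 2.43 (standard error 0.15, edgeR adjusted p = 3.11e-07) for Klf4. Tspan8 posMHCII hi exceeded Tspan8 negMHCII lo by 0.77 (edgeR adjusted p = 0.000828), 2.05 (edgeR adjusted p = 3.72e-06) and 1.04 (edgeR adjusted p = 0.000173), which for Ehf was inside the fold change limit. Within Tspan8 neg mTECs, Ehf (-0.80, edgeR adjusted p = 0.000807) and Klf4 (-0.96, edgeR adjusted p = 0.000384) were lower in MHCII hi than in MHCII lo mTECs, inside the fold change limit. Elf3 did not differ detectably there, at -0.17 (edgeR adjusted p = 0.441).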

Next, we used ChIP-sequencing to test whether the predicted transcription factors were in fact binding to the promoter regions of the co-expressed genes in mTECs.

### 2.4 Ehf, Elf3, Klf4, and Fezf2 are binding to the promoter regions of genes associated with late mTEC development

We used an ultrasound-based nuclei extraction method (Nexson: Nuclei Extraction by Sonnification) (41) followed by ChIPmentation sequencing to analyze the binding sites of the identified transcription factors (34, 35). In ChIPmentation, as opposed to classical ChIP-seq protocols, the chromatin immunoprecipitation and tagmentation are combined and washing steps are reduced. The tagmentation by the Tn5 transposase is performed directly on bead-bound chromatin. This method is particularly well suited to perform ChIP-seq experiments on low input samples. We performed ChIPmentation-seq on mTECs for the TFs Ehf, Elf3, Fezf2, and Klf4. We included Fezf2 in our analysis to be able to compare the transcriptional profiles that we obtained for the other TFs to a TF already known and described to regulate gene expression in mTECs. We also tried to establish the ChIPmentation protocol for Klf1 and Elf5 but could not obtain sufficient amounts of chromatin after IP to perform ChIPmentation-seq on mTECs for these TFs. Likely, the transcription factors were expressed at too low levels (**Figure 3E**), leading to insufficient amounts of precipitated chromatin. Hence, we could not analyze the transcription factor binding of Klf1 and Elf5 in mTECs using ChIP-seq to test the prediction from the ATAC footprinting analysis.

Due to the high complexity of the mTEC population, which is constructed by the developmentally distinct subsets and diverse TRA-specific subsets, we expected the transcription factors responsible for the regulation of self-peptide expression in mTECs to be restricted in a subset-specific manner as well. Assuming a multi-factor transcriptional network of factors that regulates the co-expression patterns during mTEC development in consecutive order, we expected each individual TF to be regulating specific target gene groups at particular developmental time points and TFs to be acting in concert. In total, 561 genes mapped to Ehf ChIP-seq peaks, with reads located +/- 5000 bp of the TSS in comparison to input control (**Figure 4A**), whereas the Fezf2 ChIP-seq peaks mapped to 10.258 genes in total. Surprisingly, 94.5% of the genes identified in the Ehf ChIP-seq were also targeted by Fezf2, whereas only 5.2% of the Fezf2-targeted genes also showed binding of the transcription factor Ehf. Previously described Fezf2-dependent genes such as Kctd15, Asxl3, Prokr2, Ckmt1, Kif26a, Krt10, and others were analyzed for their peak intensity in our Fezf2 ChIPmentation sequencing dataset (**Supplementary Figure 5A**). We observed direct binding of Fezf2 to the regions +/- 5000bp from the TSS of the listed Fezf2-dependent genes. Other previously described Fezf2-dependent genes such as Ttr, Apoc3, Csmp3, Klk1b16, Smtnl1, Cd177, and Pck1 did not show enriched peaks in the ChIP compared to the input control in our analysis. It is possible that those genes could be influenced indirectly by Fezf2, regulated by different transcription factors, which themselves are Fezf2-dependently expressed.

**Figure 4:**
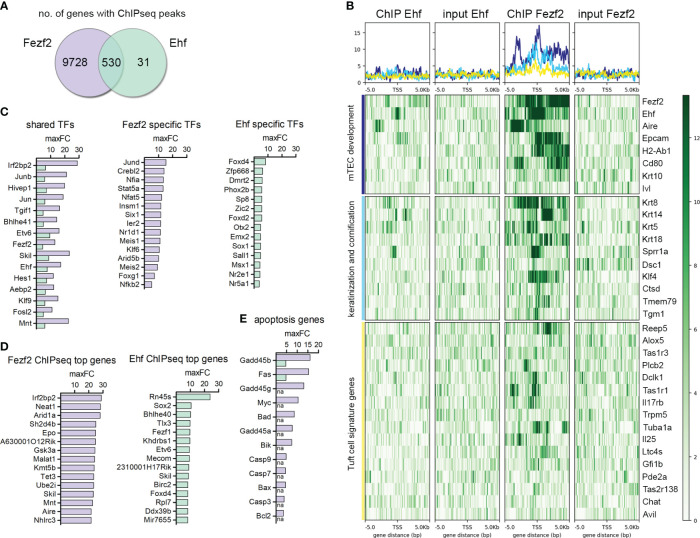
ChIP-seq for Fezf2 and Ehf on mTECs identifies regulation of late mTEC development-associated gene expression and Tuft cell signatures. **(A)** Venn-diagram comparison of genes with a Fezf2 and/or Ehf binding site within +/- 5000 bp from their TSS in mTECs. **(B)** ChIP-seq signal distribution within +/- 5000 bp from the TSS of mTEC developmental marker genes, genes with annotated functions in keratinization, cornification, and Tuft cell signature genes. From left to right, the four panels indicate the peak distribution in the Ehf ChIP, Ehf input control, Fezf2 ChIP, and Fezf2 input control. Y-axis and color scale represent the number of reads per 50bp bin. **(C)** Transcription factors with the highest maxFC enrichment in the ChIP compared to the input control targeted by Fezf2 and Ehf (shared TFs, left panel), targeted specifically by Fezf2 (middle panel), or targeted specifically by Ehf (right panel). For each gene, maxFC represents the maximum value for the signal enrichment among all peaks within +/- 5000bp from their TSS. **(D)** Fezf2 (left) and Ehf (right) target genes with the highest maxFC enrichment in the ChIP compared to the input control. **(E)** Apoptosis and DNA damage-related genes targeted by Fezf2 and/or Ehf. Indicated is the maxFC enrichment of the respective ChIP compared to its input control. See also **Supplementary Figure 5**.

We detected 27 genes with Elf3 ChIP peaks and 40 genes with Klf4 ChIP peaks +/- 5000bp from the TSS. These numbers were much lower compared to the number of genes with Ehf ChIP peaks. The interpretation of so few hits has to be done with caution. We observed few genes among those hits with peaks at genes that we also observed to be targeted by Ehf or Fezf2. We detected Elf3 to bind to Krt14 and Sprr1a genes involved in keratinization and cornification during mTEC development. Klf4 and Elf3 binding was detected at the Taste receptor family member Tas2r138, which is expressed in Tuft-mTECs (**Figure 5**). We further analyzed the Fezf2 and Ehf target genes in order to better understand the nature of their high overlap in their gene targets and their role in gene expression regulation in mTECs. We performed gene ontology enrichment analysis, identified enriched functional classes, and compared the top hits (maxFC) of Fezf2 and Ehf target genes (**Figures 4B–E**, **Supplementary Figure 5C**). Enriched among the target genes were mTEC developmental marker genes such as Aire and Epcam in the Fezf2 and Ehf ChIP-seq, whereas the maturation markers H2-Ab1 (MHCII) and CD80 and late mTEC developmental marker genes Krt10 and Ivl were bound by Fezf2 only. Furthermore, mTEC development-associated genes involved in keratinization and cornification, such as Krt8, Krt14, Krt5, Sprr1a, and Dsc1, showed peaks located +/- 5000 bp of the TSS in the Fezf2 and Ehf ChIP-seq and Krt18, Klf4, Ctsd, Tmem79, and Tgm1 showed peaks in the Fezf2 ChIP-seq only (**Figures 4B**, **5B**). Next, we wondered whether broader functioning transcriptional regulators like Fezf2 and Ehf might act on the regulation of further TFs, thereby initiating a downstream diversification and sub-setting of the gene regulation, leading to mosaic expression patterns in mTECs.

**Figure 5:**
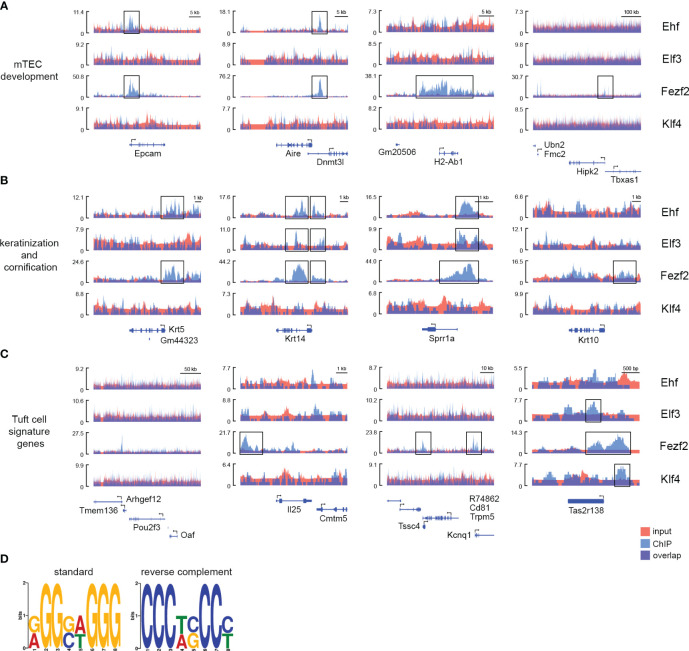
ChIP-seq peaks for Fezf2, Ehf, Elf3, and Klf4 on mTECs overlap in the promoter region of late mTEC development-associated genes and Tuft cell signature genes. Signal density plots indicating the read density around the TSS **(A)** of mTEC maturation and marker genes Epcam, Aire, H2-Ab1, and Hipk1, **(B)** of keratinization and cornification markers Krt5, Krt14, Sprr1a, and Krt10, **(C)** of the Tuft cell signature genes Pou2f3, Il25, Trpm5, and Tas2r138. ChIP (blue) and input control (red) tracks for the transcription factors Ehf, Elf3, Fezf2, and Klf4 are shown. The Y-axis represents the λ score from MACS2, i.e., Read length (nt) * Total read number/Effective genome length (nt). **(D)** Logo of the predicted consensus sequence for the Fezf2 TFBM in mice based on our Fezf2 ChIP-seq experiment and a Stamp-based species comparison to the Fezf2 TFBM in zebrafish published by Chen et al. The predicted Fezf2 binding motif found in MEME (E-value 5.5e-008, 3456 associated sites) was statistically similar to the MEME motif from the supplementary file in Chen et al., according to STAMP (E-value 2.0902e-02).

For this purpose, we identified the TFs targeted by Fezf2 and Ehf (shared TFs), those targeted by Fezf2 only (Fezf2 specific TFs), and those with peaks specifically identified in the Ehf ChIP-seq (Ehf specific TFs) (**Figure 4C**). Among the enriched gene signatures were genes that are known to be expressed in Tuft cells in the intestine and in the recently described Tuft-mTECs (**Figures 4B, C**, **5C**) (15, 20, 27). We observed many of the Tuft-cell signature genes to be bound by Fezf2 +/- 5000 bp of the TSSs, such as Il25, Trpm5, Reep5, Alox5, Tas1r3, Tas1r1, Plcb2, Dclk1, Tuba1a, and more. In the case of Tas2r138, a taste receptor encoding gene, the signal distribution analysis showed peaks for Elf3, Fezf2, and Klf4 around the TSS (**Figure 5C**). Additionally, Ehf was identified as one of the transcription factors regulated by Fezf2 (**Figures 4B, C**, **Supplementary Figure 5B**). Interestingly, the transcription factor Pou2f3, which is involved in Tuft-mTEC development also showed a Fezf2 ChIP-seq peak in proximity to the Pou2f3 gene; however, the peak was located at the 3´end of the Pou2f3 coding region and not in a promoter region upstream of the TSS (**Figure 5C**). As other genes are located in this region as well, the ChIP peak might reflect Fezf2 binding to those gene promoters instead.

Furthermore, we observed apoptosis-related genes to be enriched, among those, Gadd45α, β, and γ (Growth Arrest and DNA Damage genes), playing a role in DNA-damage response and DNA demethylation. Furthermore, components of the apoptosis signaling pathway, such as Fas, Myc, Bad, Bik, Bax, and Bcl-2 and the Caspases 3,7, and 9 were targeted by Fezf2 (**Figure 4E**, **Supplementary Figure 5C**). Fezf2 ChIP peaks did not show a preferential binding of Fezf2 at TRA genes +/- 5000 bp of the TSSs (**Supplementary Figures 5D, E**).

The transcription factor binding site databases TRANSFAC and JASPAR did not list positional weight matrices for the transcription factor Fezf2; thus, we aimed to use our Fezf2 ChIP-seq data to extract the putative binding sequences from the peaks to identify the binding motif of Fezf2. We extracted sequences from 50 bp up- and downstream of the peak summits from MACS2 and used MEME suite to identify enriched motifs. A previous study on Fezf2-dependent gene regulation used a zebrafish model to predict the Fezf2 binding motif (42). Using STAMP, we compared the predicted motifs from the zebrafish study to our mouse Fezf2 ChIP-seq-derived sequence motifs. Thereby, we identified one of the predicted Fezf2 binding motifs found in MEME (E-value 5.5e-008, 3456 associated sites) to be statistically similar to the MEME-motif from Chen et al. using STAMP analysis (E-value 2.0902e-02) (**Figure 5D**).

### 2.5 Fezf2 regulates mTEC maturation and Tuft-mTEC development

Taking together these results, the Fezf2 and Ehf ChIP-seq targets showed features known from late mTEC development, post-Aire mTEC, and Tuft-mTEC stages. Notably, both Fezf2 and Ehf showed an implication in the regulation of late mTEC developmental signatures; however, the Tuft-mTEC signatures were specific to the Fezf2 target genes and not represented in the Ehf ChIP-seq peaks. The role of Fezf2 in the regulation of gene expression in the recently identified Tuft-mTECs has not been previously described. Therefore, we analyzed available RNA sequencing data from Fezf2-ko mice (GSE144877) (22) to analyze the gene expression levels of Tuft cell signature genes in the Fezf2 knockout (**Figure 6A**). Several of the Tuft-cell signature genes were differentially expressed in the Fezf2 ko compared to wild-type RNA-seq data sets. Notably, as described by the group of Takayanagi, Fezf2 can regulate gene expression in mTEC positively or negatively, depending on the gene and other co-regulators. We observed Ltc4s, Rgs13, Alox5ap, Alox5, Pou2f3, and Ptgs1 to be downregulated in the Fezf2 knockout, whereas Tas2r118, Siglecf, Reep5, Gnat3, and Tas1r1 rather showed a tendency to be upregulated in the Fezf2 knockout. We were wondering how late-mTEC development post-Aire and Tuft-mTEC gene signatures might arise and how they might be intertwined. Hence, we also analyzed the Aire knockout RNA-seq data of the GSE144877 data set and compared the effects of the Aire and Fezf2 knockout on maturation and Tuft-mTEC gene signature expression (**Figures 6B, C**, **Supplementary Figures 6A, B**). Further, we explored diversity indices as a measure of the effect of the Fezf2 and Aire knockout on gene diversity. We analyzed the diversity of all genes, non-TRAs, and TRAs in both knockout and control samples of Aire and Fezf2 using the Shannon-Weaver index and the inverse Simpson index (**Supplementary Figures 6C, D**). When comparing the Aire knockout to the control, both indices indicated a reduction in diversity across all gene categories. However, in the case of Fezf2 knockout compared to its control, only the inverse Simpson index demonstrated reduced diversity, and this was specifically observed in the non-TRA genes.

**Figure 6:**
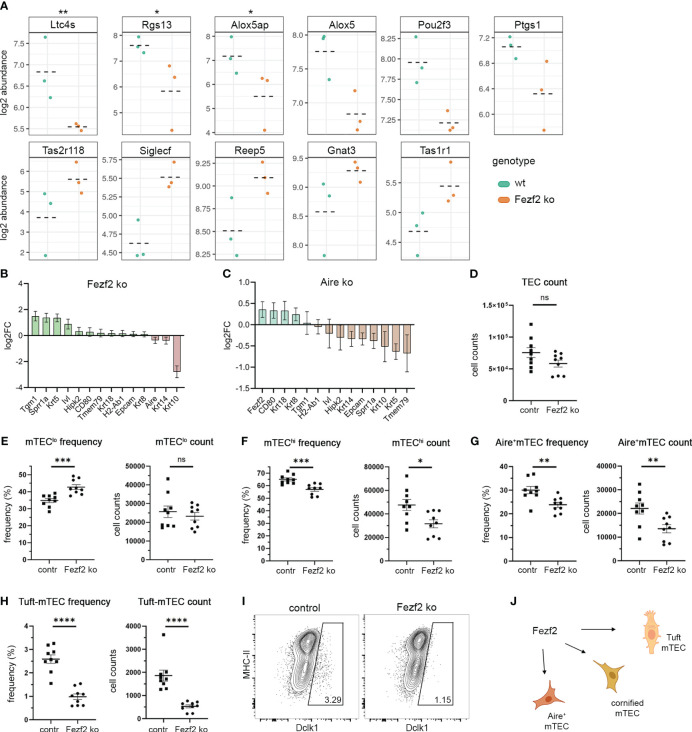
Fezf2 regulates maturation and Tuft cell gene signatures in mTECs. **(A)** Gene expression plots indicate the log2 abundance of transcript for Tuft cell signature genes, which are differentially expressed in the Fezf2 ko compared to the wt RNA-seq dataset by Tomofuji et al.; wt (green), Fezf2 ko (orange), dashed lines indicate the mean; upper panel: down-regulated genes; lower panel: up-regulated genes; **≤0.05; *≤0.1 **(B)** Gene expression plots indicate the log2FC of transcript for keratinization and maturation marker genes in Fezf2 ko mice compared to wild-type mice. Mean +/- SD. **(C)** Gene expression plots indicate the log2FC of transcript for keratinization and maturation marker genes in Aire ko mice compared to wild-type mice. Mean +/- SD. **(D)** FACS analysis of FoxN1-cre/Fezf2-flox mice, comparing FoxN1-cre^neg^/Fezf2-floxed (cre^-^) to FoxN1-cre^pos^/Fezf2-floxed (cre^+^) mice for their absolute TEC numbers (CD11c^neg^CD45^neg^EpCAM^pos^), **(E)** mTEC^lo^ (CD45^neg^EpCAM^pos^Ly51^neg^MHCII^low^) frequency and absolute numbers, **(F)** mTEC^hi^ (CD45^neg^EpCAM^pos^Ly51^neg^MHCII^high^) frequency and absolute numbers, **(G)** Aire^pos^ mTEC (CD45^neg^EpCAM^pos^Ly51^neg^Aire^pos^) frequency and absolute numbers, **(H)** Dclk1^pos^ Tuft-mTEC (CD45^neg^EpCAM^pos^Ly51^neg^Dclk1^pos^) frequency and absolute numbers, depicted are the results from two independent biological replicates with 4-5 mice per experiment. Statistics are calculated using unpaired Student’s t-test +/- SEM. **(I)** Representative FACS plots of Dclk1^pos^ Tuft-mTEC analysis for control (left) and Fezf2 ko (right) mice. **(J)** Model of the regulatory role of Fezf2 on Tuft-mTEC gene signature expression and cell development, on cornified mTEC gene signature expression, and on Aire^+^mTEC gene signature expression and cell development. See also **Supplementary Figure 6** and **7**. ns (P > 0.05), * (P ≤ 0.05), ** (P ≤ 0.01), *** (P ≤ 0.001), **** (P ≤ 0.0001).

The regulatory influence of Aire on Tuft gene expression affected fewer genes compared to the impact of Fezf2. However, we did observe that some Tuft cell signature genes were positively regulated by Aire and thus downregulated in the knockout, including Gnat3, Avil, and Tas2r118. Conversely, other genes such as Siglecf, Tuba1a, Dclk1, and Il17rb appeared to be negatively regulated by Aire. Noteworthy, Siglecf was downregulated in the Aire ko (positively regulated by Aire) but upregulated in the Fezf2 ko (negatively regulated by Fezf2). However, Gnat3 and Tas2r118 were both upregulated in the Aire ko and the Fezf2 ko; thus, both genes were negatively regulated by Aire and Fezf2. The Fezf2 ChIP-seq data showed direct binding of Fezf2 to Tuft-cell signature genes and, in conjunction with the Fezf2 knockout analysis, identified a direct regulation of Tuft cell gene signature in mTECs by Fezf2. The Aire-dependent regulation of Tuft-cell genes, however, might be an indirect regulation through other TFs, which, themselves, are regulated by Aire.

Next, we analyzed the effect of the Fezf2 ko on the gene expression levels for mTEC developmental marker genes, keratinization, and cornification genes, which showed Fezf2 peaks in the ChIP-seq analysis (**Figures 5A, B**, **6B**). Tgm1, Sprr1a, Krt5, and Ivl were upregulated in the Fezf2 ko; thus, their expression is repressed by Fezf2, whereas Krt10 was downregulated in the Fezf2 ko. Hence, the gene expression of Krt10 is positively regulated by Fezf2 in mTECs. We also analyzed the effect of the Aire ko on the gene expression levels of those genes and found Aire to repress Fezf2 expression and Sprr1a, Krt5, and Krt10 to be positively regulated by Aire, leading to a downregulation in the ko (**Figure 6C**). Notably, the observed changes in gene expression for maturation and Tuft-cell signature genes in the Fezf2 and Aire-ko sequencing datasets were moderate for some of the described genes. The sequencing in those datasets was performed on total mTECs, not separating immature, mature, and late mTECs. The Tuft cell gene expression, however, is restricted to mature and late-mTECs, i.e., Tuft-mTEC subsets. Due to the heterogeneity of the analyzed total mTEC population, the effect of the Fezf2 knockout on Tuft-cell gene expression and late mTEC developmental stages is probably underrepresented in this analysis. Therefore, we used conditional knockout mice for Fezf2 by crossing Fezf2-flox mice to the epithelial-specific cre mouse line Foxn1^ex9cre^ to analyze the effect of the Fezf2-deficiency on mTEC cellularity. The overall TEC numbers in Fezf2-ko mice (FoxN1-cre^pos^/Fezf2^floxflox^) compared to control mice (FoxN1-cre^neg^/Fezf2^floxflox^) were not significantly affected by the Fezf2-deficiency (**Figure 6D**). However, analyzing the two subpopulations of mTEC^lo^ (CD45^neg^EpCAM^pos^Ly51^neg^MHCII^low^) and mTEC^hi^ (CD45^neg^EpCAM^pos^Ly51^neg^MHCII^high^) separately revealed a reduction of mTEC^hi^ in frequency and absolute numbers, while the mTEC^lo^ absolute cell count was unaffected, resulting in an increase in the relative mTEC^lo^ frequency (**Figures 6E, F**). Further, Aire^pos^-mTECs were affected by the Fezf2 knockout, leading to a 39% reduction (fold change of 1.6 contr/ko) in absolute numbers and a reduction in frequency of Aire^pos^-mTECs from 30% of mTECs (22110 ± 2351 number of cells) to 23.8% of mTECs (13504 ± 1696 number of cells) (**Figure 6G**). Moreover, we observed a severe reduction of thymic Tuft-cells in the Fezf2 knockout, leading to a reduction of 71% (fold change of 3.5 contr/ko) in absolute numbers and a reduction in frequency of Dclk1^pos^-mTECs from 2.6% of mTECs (1861 ± 236 number of cells) to 1% of mTECs (527 ± 67 number of cells) (**Figures 6H, I**). Thus, the analysis of the Fezf2 knockout in TECs revealed a role of Fezf2 in the development of Aire^pos^-mTECs and Dclk1^pos^-Tuft-mTECs.

In summary, we set out to reveal the transcriptional network responsible for the gene regulation in mTECs and the resulting mosaic expression patterns in TRA-specific mTEC subsets using a combination of comparative RNA-seq, ATAC-seq, and footprinting prediction analysis. We used ChIP-seq analysis and gene knockout studies to validate the regulatory role of gene expression in mTECs and identified transcription factors of the ELF, ESE, ERF, and PEA3 subfamily of the ETS transcription factor family and members of the Krüppel-like family of transcription factors to be involved. The transcription factors Ehf, Elf3, Klf4, and Fezf2 bind to the TSS of genes characteristic for late mTEC development and the Tuft-mTEC stage in particular. Comparing the expression levels of those transcription factors across tissues, based on the mouse ENDCODE transcript data, and across different immune cell types, based on mouse Immgen transcript data, Fezf2 shows the highest specificity and restricted expression to brain tissues and mTECs in the thymus, followed by Elf3, which is only reported in mTECs in the Immgen database but expressed in multiple tissues, based on the ENCODE database (**Supplementary Figure 7**). In comparison, Ehf is expressed in multiple cell types, such as B cells, DCs, splenic basophil (Ba_Sp), and stromal cells in subcutaneous lymph nodes (IAP_SLN), thymic epithelial cells, and in multiple tissues such as intestine, bladder, stomach, colon, duodenum, ovary, genital fat pad, kidney, and lung, but not detected in the thymus, which might be due to the sensitivity of the RNA-seq and the restricted expression in thymic epithelial cells. Of those four transcription factors analyzed, Klf4 showed the broadest expression pattern in multiple tissues and cell types.

## 3 Discussion

Regarding the transcriptional regulation of the self-peptide gene expression patterns in mTECs, it is known that: I. The transcription factors regulating gene expression in peripheral tissues are dispensable for the corresponding gene regulation in the thymus. II. Gene co-expression patterns comprise genes of different tissue origins and molecular functions. III. Epigenetic and miRNA-based regulation of gene expression plays a role in the regulation of promiscuous gene expression. IV. Aire and Fezf2 are regulating part of the TRA repertoire expression in mTECs. We set out to analyze late mTEC development to shed light on the TRA expression in mature and late mTEC stages using ATAC footprinting analysis as an unbiased genome-wide screen for putative regulators and ChIPmentation sequencing to analyze their functional relevance (27). Although SC techniques steadily improve with regard to sequencing depth and uniform quality performance, some approaches still encounter limitations. While ATAC sequencing became feasible on the single cell level (43, 44), drop-outs in SC-seq in combination with the chromosomal distribution of reads are limiting factors for reliable and robust ATAC footprinting analysis.

Therefore, we used ATAC sequencing and footprinting analysis on Tspan8-expressing mTEC subsets instead (11, 12). Based on the previously postulated lineage bifurcation and sliding co-expression models that describe possible scenarios of the developmental origins of the TRA mosaic expression patterns, we wanted to use a TRA-positive mTEC subset to apply our analysis to. This allows us to reduce the heterogeneity of the mTEC population and to analyze regulatory mechanisms within TRA-positive subsets instead. We chose Tspan8 as an exemplary TRA for this purpose as this TRA is expressed in MHCII^low^ and MHCII^high^ mTECs, allowing for additional developmental sub-setting of the TRA-positive subpopulation.

This approach enabled us to investigate the transcription factors regulating promiscuous gene expression in murine medullary thymic epithelial cells in an unbiased and genome-wide manner, leading to the identification of multiple transcription factors of the ELF, ESE, and PEA3 subfamily of the ETS transcription factor family, and members of the Krüppel-like family of transcription factors to be involved in late mTEC development and the regulation of promiscuous gene expression. Using ChIPmentation and RNA-seq profiling, we validated the binding of the identified transcription factors to the promoter regions of mTEC gene signatures. We extended our ChIPmentation analysis to include Fezf2, a transcription factor regulating gene expression signatures in mTECs. Surprisingly, we found Fezf2 and Ehf to regulate late mTEC developmental gene signatures in mTECs and gene signatures specific to the recently identified thymic Tuft cells to be regulated by Fezf2. Thymic tuft cells were shown to share several features with tuft cells from the mucosal barriers in the airways and the intestine, such as the expression of canonical taste receptor transduction pathways and Il25 secretion (15, 20, 29, 30). However, Tuft-mTECs were shown to be special in regards to their spatial localization next to cornified structures in the thymus and a developmental lineage that at least partially passes through an Aire-expressing mTEC stage, which is described to be dependent on the Aire-interaction partner Hipk2 (20, 45). Fezf2 was originally described as a transcription factor with neurodevelopmental regulatory function in zebrafish and Xenopus (46–48). The group of Takayanagi identified Fezf2 as a transcription factor involved in the regulation of some Aire-dependent but mostly Aire-independent TRA gene expression in murine mTECs (21, 22). In their original study, they used microarrays and focused their microarray analysis on CD45-EpCAM+CD80hi mTECs, which nowadays, we know to characterize mature mTECs, excluding earlier developmental stages, which are characterized by low CD80 and MHC expression levels, and later post-Aire mTECs, which downregulate CD80 and MHC again (21). In a recent study by the same group, they used RNA sequencing on CD45-EpCAM+Ly51-UEA1+ mTECs and compared Fezf2- and Aire-dependent gene regulation in mTECs (22). They described Fezf2 to be expressed in 30% of the MHCII low and in approximately 90% of the MHCII high mTEC developmental stages.

The Fezf2-dependent development of Tuft-mTECs discovered in this study identifies an alternative role of Fezf2 during mTEC development in which Fezf2 regulates the development of late developmental mTEC stages and the Tuft-mTEC stage, thereby indirectly affecting the representation of TRA-groups, which are normally expressed and presented by those mTEC subsets. We did not observe a tendency for Fezf2 to primarily regulate TRA genes in mTECs (**Supplementary Figures 5D, E**) but rather an enrichment for developmental gene signatures and late mTEC markers to be enriched among the Fezf2 targets in the ChIPmentation-seq analysis. This conclusion coincides with the observation that Fezf2-dependent genes are not restricted to small subsets of mTECs and are not restricted to co-expression groups as observed in the mosaic expression patterns of thymic TRAs (22). Interestingly, the Aire and Fezf2 knockouts exhibited variations in diversity indices, which may indicate distinct mechanisms of gene expression regulation (**Supplementary Figures 6C, D**). Understanding the specific involvement of Fezf2 in TRA gene regulation continues to be an area requiring further exploration, indicating a clear need for additional investigative efforts to delineate its role accurately (49). Further, we found Fezf2 to bind to the Hipk2 promoter in our ChIPmentation sequencing (**Figure 5A**). In a previous study, we showed that Hipk2 is involved in Tuft-mTEC development as the FoxN1^cre^/Hipk2^fl/fl^ conditional knockout of Hipk2 led to a reduction of Tuft-mTEC numbers (20). In this study, we identified a regulatory cascade in which Fezf2-dependent expression of Hipk2 may be one of the ways through which Tuft-mTEC development is regulated. Interestingly, the reduction of Tuft-mTEC numbers in the conditional Hipk2-ko was around 60%, congruent with the reduction of Tuft-mTEC numbers in the conditional Fezf2-ko (**Figure 6H**). Hence, Fezf2 is the third identified transcription factor involved in thymic tuft cell development to date, besides the transcription factors Pou2f3 and Sox4, which were described to influence tuft cell development in the thymus (20, 50). This novel role of Fezf2 in the regulation of late mTEC and Tuft-mTEC subset development further dismantles the mysteries of promiscuous gene expression complexity in the context of central tolerance induction.

Based on findings from previous studies, which described Fezf2 to be involved in the development of corticospinal neurons and sub-cerebral projection neurons in the brain (51), we speculate that Fezf2 might be involved in the formation of Tuft-cell neurofilaments in the thymus putatively regulated in an LTßR and Traf6-dependent manner as Fezf2 was shown to be regulated through LTßR and Traf6 signaling (21). The typical Tuft-cell morphology is characterized by apical microvilli containing F-actin microfilaments and Tuft-cells are described to further contain neurofilaments, which in the brain characterize mature neurons (52).

J. Abramson and colleagues previously described the histone deacetylase 3 (Hdac3) to be involved in mTEC-specific developmental program regulation (23). Interestingly, they identified Pou2f3, Ascl1, Fezf2, and Ehf among the top genes induced by HDAC3. Reassessing those findings, these data imply a role of Hdac3 not only in mTEC development but likely in Tuft-mTEC development as well. Moreover, they assumed Hdac3 to act through Notch repression and described a small Notch-positive TEC subpopulation of approximately 6% within the mTEC low compartment. Furthermore, Notch1 overexpression led to repression of Ascl1, Fezf2, and Pou2f3. Speculatively, hinting toward a regulatory cascade in which Tuft-mTECs might be dependent on Fezf2 and Pou2f3, which are regulated by Hdac3-mediated repression of Notch1. Detection of Ehf expression in mature mTECs was previously reported using single-cell RNA sequencing analysis (referred to as TEC3 (53)). Furthermore, Ehf expression could also be detected in human thymus sample mTECs using bulk-RNA-sequencing of sorted mTECs (54), supporting the notion that Ehf serves as a fundamental transcriptional regulator in mTEC maturation across species.

In contrast to the current understanding of promiscuous gene expression in the thymus, which is characterized by its mosaic expression patterns of self-peptides in mTECs, irrespective of the tissue origin of the peptides, not resembling the peripheral organ-specific co-expression patterns; thymic Tuft cells are different to this end. Tuft-mTECs show a strong phenotypical resemblance with peripheral tuft-cells, with a polarized, ciliated structure. Moreover, they are capable of contributing to self-tolerance induction; however, they seemingly undertake this in difference to the phenomenon of promiscuous gene expression by peripheral tissue mirroring and resemblance of the peripheral cell type. Alternatively, there might be an additional role of the tuft cell morphology and sensing capabilities of Tuft-mTECs with regards to infections, as described for the mucosal barrier tuft cells (55–58). Yet, infections within the thymic tissue have not been described so far, hence the chemosensory function of thymic tuft cells requires further investigation.

In human primary keratinocytes, Klf4 was shown to drive epidermal differentiation through the acquisition of H3K27ac and the establishment of enhancer-promoter contacts at enhancers of differentiation-associated genes. Moreover, the same study described Ehf as an essential regulator of keratinocyte differentiation using genome-wide enhancer profiling for TFBM and knockdown studies in organotypic human epidermal tissue (59). The epithelium-specific ETS (ESE) transcription factors ELF3, ELF5, and EHF have been shown to be important regulators of epithelial tissue homeostasis and cancer in multiple tissues such as the gastrointestinal tract (esophagus, large and small intestine, and stomach), salivary gland, bladder, liver and prostate for ELF3, salivary gland, breast and bladder for ELF5 and salivary gland, esophagus, vagina, prostate, colon, skin, bladder, cornea, and breast for EHF (60–63). Here, we show that Ehf and Elf3 TFBMs are enriched in genes expressed in late developmental mTEC stages, characterized by Tspan8 expression and upregulation of the keratinization markers involucrin and keratin 10 (**Figure 3**, **Supplementary Figure 1**). We observe the Ehf transcription factor to bind to promoter regions of mTEC developmental marker genes, such as Epcam, Aire, and CD80 as well as late developmental, keratinization, and cornification-associated genes such as Krt5, Krt14, Sprr1a, and Klf4 (**Figures 4**, **5**). Interestingly, Klf4 was previously shown to be targeted by EHF using ChIP-seq on cornea epithelium (63). Thus, the identified regulatory network composed of the ELF, ESE, and PEA3 subfamily of the ETS transcription factor family, and members of the Krüppel-like family of transcription factors might be a general feature of epithelial cell development in different tissues, including thymic epithelial cells.

In recent years, a growing number of mTEC subsets were identified and characterized, revealing that the TEC compartment is highly diverse and functionally compartmentalized. Beyond the veil of this high diversity of mTEC subpopulations (early Ccl21^pos^ mTECs, mature MHCII^high^, Aire^pos^, and Aire^neg^ mTECs, Krt10^pos^ late mTECs, Dclk1^pos^ Tuft-mTECs) and the additional high complexity of self-peptide co-expression patterns lays a comparably complex transcriptional network of regulatory factors involving chromatin remodeler, transcription factors, and epigenetic modifiers. In the case of Tas2r138, a taste receptor encoding gene, the signal distribution analysis showed peaks for Elf3, Fezf2, and Klf4 around the TSS, suggesting a combinatorial gene transcriptional regulation in Tuft-mTECs (**Figure 5C**). These results favor the model of a multifactor network regulating self-peptide expression in central tolerance rather than stochasticity and further extend the mechanistic knowledge of the regulation beyond the distinction of Aire-dependent and Aire-independent genes.

## 4 Materials and methods

### 4.1 Mice

The BL6N6 wild-type mice used in this study were purchased from Charles River Laboratories (stock no: 027) and were used at 4–6 weeks of age. B6(Cg)-Foxn1tm3(cre)Nrm/J (stock no: 018448) mice were obtained from The Jackson Laboratory and Fezf2-flox mice were kindly provided by Nenad Sestan (Yale University) (64). Breeding and cohort maintenance of FoxN1-cre/Fezf2-flox mice were performed in the animal facility of UCSF Diabetes Center. Mice were housed in a specific pathogen-free and viral antibody-free animal facility in accordance with the guidelines established by the Institutional Committee on Animal Use and Care (IACUC) and Laboratory Animal Resource Center (LARC). Control and experimental mice were co-housed. All mice were 4-6 weeks of age. Mice were housed in 12/12 hrs light/dark cycles (6 am to 6 pm light) at a 70~72 F degree temperature range, and relative humidity within 40~50%.

### 4.2 Medullary thymic epithelial cell preparation

Primary mTECs from mice were isolated by sequential fractionated enzyme digestion as previously described (12). Mouse thymi were cut into pieces and digested in two rounds of collagenase mix (RPMI, 10 mM Hepes, 2% FCS, 0.2 mg/ml Collagenase Typ IV) under magnetic stirring for 10 min at 37°C in a water bath under magnetic stirring, followed by four to five digestion rounds in a collagenase/dispase enzyme mix (RPMI, 10 mM Hepes, 2% FCS, 0.2 mg/ml Collagenase Typ IV, 0.2 mg/ml and 6 U/mg Dispase, 25 μg/ml DNAse I) for 20 min at 37°C in a water bath under magnetic stirring. The collagenase/dispase cell fractions were pooled and filtered through a 70 µm cell strainer. After digestion, the single cell fraction was pre-enriched for thymic stromal cells by depleting CD45 positive cells using anti-CD45 magnetic beads and the autoMACS (Miltenyi Biotec).

Pre-enriched stromal cell fractions were stained using the following mAbs: anti-CD45-Per-CP (clone 30-F11, BD Pharmingen), anti-EpCAM-A647 (G8.8 hybridoma (65);), anti-I-A(b)-FITC (clone AF6-120.1, BD Pharmingen) or anti- I-A/I-E-PE (clone M5/114.15.2, BD Pharmingen), anti-CDR1-PB (CDR1 hybridoma (66);), anti-Tspan8-PE (clone 657909, R&D Systems), isotype control rat-IgG2b-PE (eBioscience), DCLK1 (Abcam polyclonal ab31704), DCLK1 (EPR6085) Ly51-PE (6C3), CD11c- Pe-Cy7 (N418, Biolegend), AIRE- A488 (5H12, Biolegend). Dead cells were excluded using propidium iodide in a final concentration of 0.2 µg/ml for cell sorting or Live/Dead Fixable Blue Dead Cell Stain (Thermo Fisher) for FACS analysis on an LSRII. Cells were sorted on an Aria II cell sorter (BD) or data was collected on a LSRII Flow Cytometer (BD Biosciences). FACS data was analyzed using FlowJo 10.3 software (TreeStar Software).

### 4.3 Total RNA preparation

Total RNA from sorted mTECs was isolated and purified using the High Pure RNA Isolation Kit (Roche Diagnostics) according to the manufacturer’s protocol and used for RT and qPCR or RNA sequencing.

### 4.4 Quantitative real-time PCR

For quantitative real-time PCR (qPCR), total RNA was reverse transcribed into cDNA using random primers and Superscript II Reverse Transcriptase (Invitrogen) following the manufacturer’s protocol.

Real-Time PCR was performed in a total volume of 20 µl using Power Sybr Green Mix (Applied Biosystems) and the ViiA 7 real-time PCR machine (Applied Biosystems). Intron-spanning primers were designed using Primer3 software (67). Reactions were performed in technical duplicates and biological replicates, as indicated in the respective plots. Values were normalized to Actin expression and to total thymus cDNA using the δδCT method.

### 4.5 RNA sequencing

Total RNA was extracted from FACS-isolated mTECs, being Tspan8^pos^ or Tspan8^neg^ and MHCII^low^ or MHCII^high^. RNA sequencing libraries were prepared as follows: 1 µl of a 1:1,000,000 dilution of ERCC Spike-In Mix (Life Technologies) in RNase-free water was included in a total volume of 5 µl lysis buffer. During analysis, sequencing reads mapping to ERCC spike-ins were used for the estimation of technical noise levels and for calling of significantly highly variable genes by a published method (68). We used 19 cycles of initial PCR amplification and used a ratio of 0.6:1.0 (beads/total PCR volume) of Ampure XP beads (Beckman Coulter) for the first PCR purification to minimize primer dimer carryover. After the first PCR amplification, cDNA libraries were screened via quantitative PCR (we used a 1:10 dilution of purified cDNA libraries for quantitative PCR) for expression of a mouse housekeeping gene (*Ubc*), and the distribution of library size was checked on a Bioanalyzer instrument (Agilent). Only cDNA libraries that passed both quality controls were processed further. We used 100 pg of cDNA for the ‘tagmentation’ (transposase-based fragmentation) reaction and applied 12 cycles for the final enrichment PCR. The final purification step was performed with a ratio of 0.8:1.0 (as above) of Ampure SPRIselect beads (Beckman Coulter). The final ‘multiplexed’ sequencing libraries were sequenced on a HiSeq 2500 machine (Illumina) using 54 bp single-end sequencing. Raw reads were assessed for quality using FastQC. Reads were aligned to the mouse reference transcriptome (Gencode vM10) using Salmon (v1.8.0) (69). Data normalization and differential gene expression analysis were performed using DESeq2 (v1.30.0) (70) in R.

### 4.6 ATAC sequencing

ATAC-seq experiments were performed as reported (71) with the following modifications: murine-sorted mTECs were used for ATAC-seq experiments, being Tspan8^pos^ or Tspan8^neg^ and MHCII^low^ or MHCII^high^. We used 50% of each purified ‘tagmentation’ reaction for enrichment PCR (without five cycles of pre-amplification). Each enrichment PCR was monitored individually with the StepOnePlus Real-Time PCR System (Life Technologies) and the amplification reaction was stopped as soon as amplification approached saturation. After the enrichment PCR and subsequent purification of PCR products, gel extraction was performed (QIA MinElute Gel Extraction Kit; Qiagen) to remove primer dimers. The final ‘multiplexed’ sequencing libraries were quantified by quantitative PCR and were sequenced on a HiSeq 2500 machine (Illumina) using 105 bp paired-end sequencing. Raw reads were assessed for quality using FastQC. ATAC reads were aligned to the mm10 genome using Bowtie2 (72) with the following settings: –very-sensitive -k 4 -X 1000. Mitochondrial reads, multimapping reads, low-quality reads, and non-unique alignments were removed using SAMtools with the following settings: -F 1804 -f 3 -q 30. PCR duplicates were removed using Picard’s MarkDuplicates. Peak-calling was performed using MACS2 with the following settings: -g mm –broad –broad-cutoff 0.01 -f BAMPE. Subsequently, consensus peaks were generated by merging called MACS2 peaks using bedtools merge. The resulting peak regions were annotated using HOMER to identify the nearest genes and genomic features. Counts of reads mapped to consensus peaks were generated using featureCounts (73) with default settings. Differential ATAC peak analysis was performed using DESeq2 (70) in R. ATAC-seq signal distribution heatmaps were generated using deepTools (74) with the following settings: bamCoverage -bs 10 –normalizeUsing RPKM –ignoreDuplicates –extendReads. computeMatrix reference-point –referencePoint center –missingDataAsZero –binSize 10 –beforeRegionStartLength 1500 –afterRegionStartLength 1500. plotHeatmap –colorMap YlGnBu.

### 4.7 ChIP sequencing with tagmentation

Sorted mTECs were fixed in 1% formaldehyde for 8 min at room temperature. The fixation was stopped by adding glycine at a final concentration of 0.125 M. Nuclei preparation from cell pellets was performed using the Nexon method (nuclei extraction by sonication) (41) on a Covaris M220, using the following settings: Peak power 40%, duty factor 2.5, Cycles/Burst: 200, waterbath 7°C (min 5°C – max 9°C). The chromatin shearing was performed on a Covaris M220 using the following settings: Peak Power: 75, Duty Factor: 5.0, Cycles/Burst: 200, waterbath 7°C (min 5°C – max 9°C). DNA quantification and quality assessment were performed using Qubit (Thermo Fischer), BioAnalyzer (Agilent), or Tapestation (Agilent). Chromatin immunoprecipitation and tagmentation were performed using the ChIPmentation method according to the protocol described by Schmidl et al. (34). The following antibodies were used for chromatin Ips: anti-Klf4 (R&D, AF3158), anti-ZNF312 (Abcam, ab69436), anti-Ehf (Abcam, ab126963), and anti-Elf5 (Thermo Fischer, 720380). Library preparation was performed using Kapa HiFi HotStart Ready Mix (Roche) and Nextera custom primers (43). Libraries were sequenced on an Illumina NextSeq500. Data quality was evaluated using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), filtered and trimmed with Atropos (75), and mapped to the mm10 mouse genome build using BWA (76). After removing multi-mapping reads and duplicates, peaks were called MACS2 (77) with default parameters. Peak quality was evaluated with ChIPQC (78). Coverage and the reproducibility of peaks across replicates were evaluated with DeepTools. ChIPseeker (79) was used to annotate peaks to the closest transcriptional start site and perform functional enrichment analysis. Data was visualized using IGV (80). ChIP-seq signal distribution heatmaps were generated using deepTools (74) with computeMatrix reference-point –referencePoint TSS -b 5000 -a 5000 -R <bed files> -S <bigWig files> –skipZeros -o <output_matrix file> -p 4. plotHeatmap -m <output_matrix file> -o <output figure name> –colorMap Greens –outFileSortedRegions <output sortedRegions file> –regionsLabel <custom labels> –legendLocation upper-left. Signal density plots were generated using Spark (81) with the command python SparK.py -pr <coordinates> -cf <input bdg files> -tf <IP bdg files> -gff <reference transcripts file> -tg 1 2 3 4 -cg 1 2 3 4 -gl Ehf Elf3 Fezf2 Klf4 -l input IP -ps averages -scale no.

### 4.8 Fezf2-ko and Aire-ko RNA sequencing analysis

Raw data (fastq files) for the WT and Fezf2KO mTEC samples, from the study by Tomofuji et al. were downloaded from GEO (GSE144877). Raw reads were examined for quality issues using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to ensure library generation and sequencing were suitable for further analysis. Reads were processed to counts through the bcbio RNA-seq pipeline implemented in the bcbio-nextgen project (https://bcbio-nextgen.readthedocs.org/en/latest/). If necessary, adapter sequences, other contaminant sequences such as polyA tails, and low-quality sequences with PHRED quality scores less than five were trimmed from reads using cutadapt (82). Trimmed reads were aligned to UCSC build mm10 of the mus musculus genome (mouse), using STAR (83). Alignments were checked for evenness of coverage, rRNA content, genomic context of alignments (for example, alignments in known transcripts and introns), complexity, and other quality checks using a combination of FastQC and Qualimap (84). Counts of reads aligning to known genes were generated by featureCounts (73). In parallel, transcripts per million (TPM) measurements per isoform were generated by quasi-alignment using Salmon (69). Differential expression at the gene level was called with DESeq2 (70), preferring to use counts per gene estimated from the Salmon quasi-alignments by tximport (85). Quantitating at the isoform level has been shown to produce more accurate results at the gene level.

### 4.9 Fezf2 binding motif characterization

We extracted sequences from 50 bp up- and downstream of the peak summits from MACS2 and downloaded Fezf2 binding site sequences of zebrafish from Chen et al. (42). Using the same default parameters with max motif length set to 12bp, we used the MEME-suite (86) to detect the motifs in the sequences. We then calculated the statistical similarity between the motifs from the two studies using the STAMP (87). We further narrowed down the candidate motifs by MEME’s e-value significance and the number of sites contributing to the construction of the motif.

### 4.10 Transcription factor binding site identification

For all annotated genes (UCSC KnownGenes), the 2kb promoter upstream and 1kb downstream of the TSS were extracted and scored using the TRANSFAC collection of position weight matrices (PWM) and using the total binding affinity (TBA) method. Briefly, the TBA score is computed over the whole promoter sequence by summing for each position the maximum PWM score between the plus and minus strands (88). Then, for each PWM, the genes were ranked according to their TBA score in decreasing order. Using the ranked gene lists for a given set of genes, the recovery curve was determined for each PWM, and the area under the curve (AUC) was computed over the first 1,000 genes. AUC values were converted into a z-score by computing the mean AUC over all PWMs as well as the standard deviation. ATAC footprinting analysis was performed as previously described (33, 35).

## Data availability statement

The sequencing data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no: GSE232653 (RNA-seq), GSE234363 (ATAC-seq), and GSE232702 (ChIP-seq)).

## Ethics statement

The animal study was approved by Institutional Committee on Animal Use and Care (IACUC) and Laboratory Animal Resource Center (LARC) of the Harvard Medical School in Boston and University of California San Francisco. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

SL: Data curation, Formal Analysis, Investigation, Methodology, Software, Visualization, Writing – review & editing, analyzed the RNA-seq and ATAC-seq experiments. VB: Data curation, Formal Analysis, Investigation, Methodology, Software, Visualization, Writing – review & editing, analyzed ChIPmentation data and Fezf2 conventional knock-out RNA-seq data (GSE144877). PB: Data curation, Investigation, Methodology, Writing – review & editing, performed the RNA-seq and ATAC-seq experiments. CM: Data curation, Formal Analysis, Investigation, Methodology, Writing – review & editing, Visualization, performed and analyzed FoxN1-cre/Fezf2-flox conditional knock-out mouse FACS experiments. JY: Data curation, Formal Analysis, Investigation, Methodology, Software, Visualization, Writing – review & editing, performed the TFBM prediction for Fezf2. JB: Data curation, Formal Analysis, Investigation, Methodology, Writing – review & editing, performed and analyzed FoxN1-cre/Fezf2-flox conditional knock-out mouse FACS experiments. MA: Funding acquisition, Supervision, Resources, Investigation, Methodology, Writing – review & editing, FoxN1-cre/Fezf2-flox conditional knock-out mouse FACS experiments. SH: Funding acquisition, Supervision, Resources, Project administration, Data curation, Formal Analysis, Investigation, Methodology, Software, Visualization, Writing – review & editing, performed ChIPmentation data analysis, Fezf2 conventional knock-out RNA-seq data analysis (GSE144877) and performed the TFBM prediction for Fezf2. LS: Funding acquisition, Supervision, Resources, Data curation, Investigation, Methodology, Writing – review & editing, RNA-seq and ATAC-seq experiments UA: Funding acquisition, Supervision, Resources, Investigation, Writing – review & editing, ChIPmentation seq experiments KR: Funding acquisition, Supervision, Resources, Project administration, Conceptualization, Data curation, Formal Analysis, Investigation, Methodology, Visualization, Writing – original draft, Writing – review & editing, conceived the study, designed and performed experiments and analyzed the data of RNA seq, ATAC seq, ChIPmentation seq and FACS experiments.

# Supplementary material for: Ehf and Fezf2 regulate late medullary thymic epithelial cell and thymic tuft cell development
**Source:** Front Immunol. 2024 Feb 14;14:1277365. doi: 10.3389/fimmu.2023.1277365
**Supplement:** Supplementary file 1

## *Supplementary Material*

### Ehf and Fezf2 regulate late medullary thymic epithelial cell and thymic tuft cell development

#### **Authors:**

Sören Lammers<sup>1,†</sup>, Victor Barrera<sup>2</sup>, Philip Brennecke<sup>3,4</sup>, Corey Miller<sup>6</sup>, Joon Yoon<sup>2</sup>, Jared Balolong<sup>6</sup>, Mark S. Anderson<sup>6</sup>, Shannan Ho Sui<sup>2</sup>, Lars M. Steinmetz<sup>3-5</sup>, Ulrich H. von Andrian<sup>7</sup> and Kristin Rattay<sup>7,8,\*</sup>

<sup>†</sup> Current address: d-fine GmbH, 60313 Frankfurt, Germany

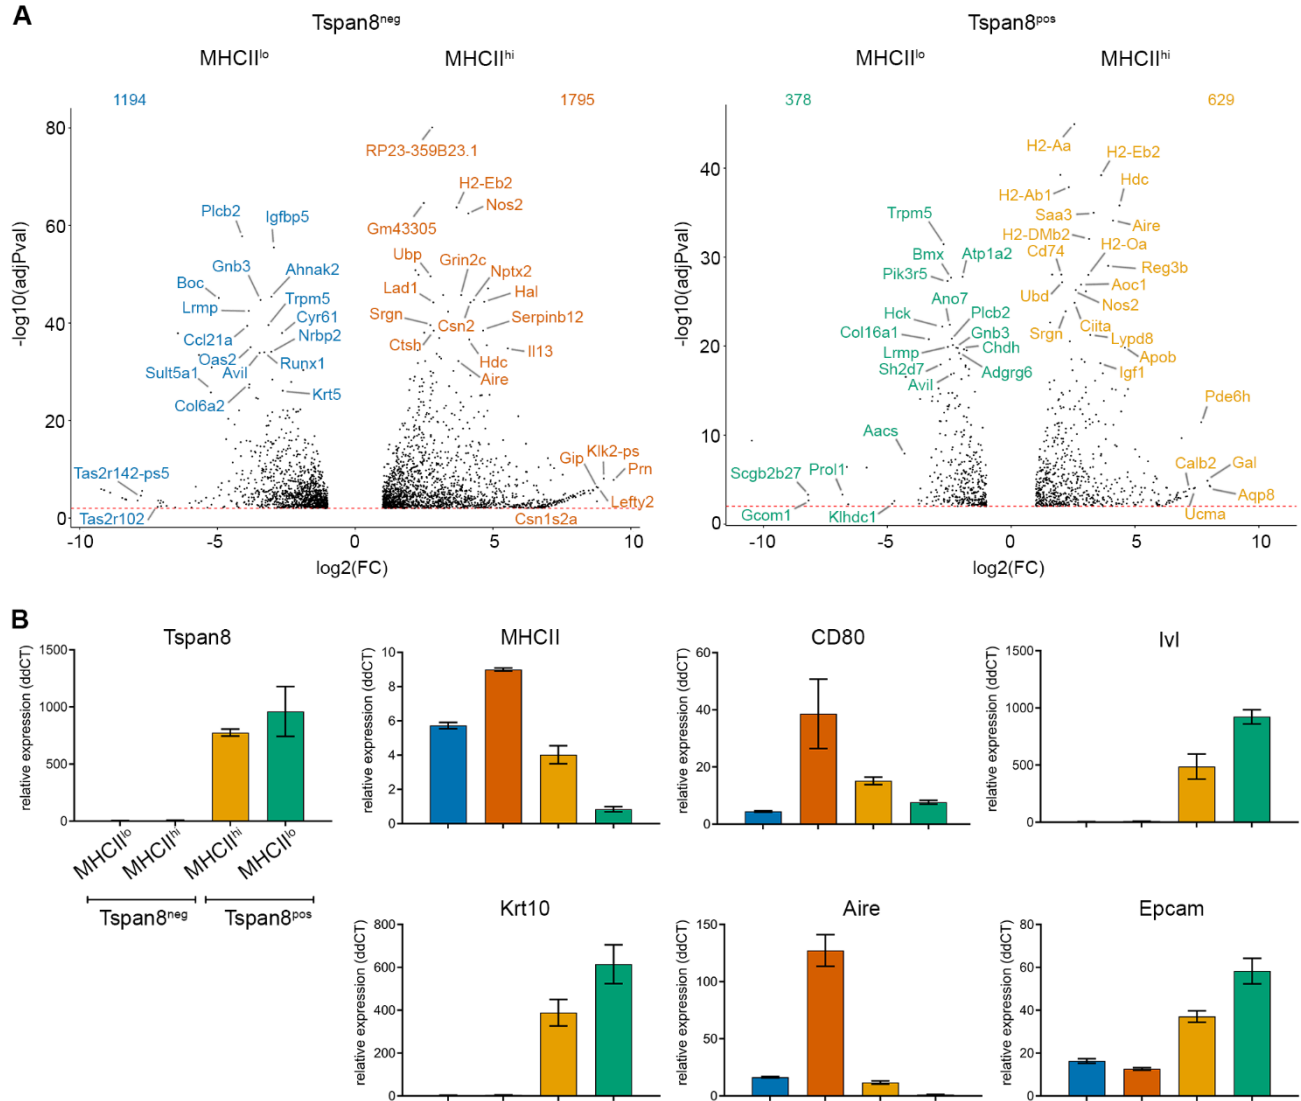

**Supplementary Figure 1. Differential gene expressions from qRT-PCR validations and RNAseq analysis of MHCII<sup>lo</sup> compared to MHCII<sup>hi</sup> mTEC subpopulations. (A)** Volcano plot of differential gene expression between Tspan8<sup>neg</sup>MHCII<sup>lo</sup> (blue) compared to Tspan8<sup>neg</sup>MHCII<sup>hi</sup> (red), left panel and Tspan8<sup>pos</sup>MHCII<sup>lo</sup> (green) compared to Tspan8<sup>pos</sup>MHCII<sup>hi</sup> (orange), right panel. **(B)** Expression values of Tspan8, MHCII (H2-Ab1), CD80, Ivl, Krt10, Aire and Epcam in Tspan8<sup>neg</sup>MHCII<sup>lo</sup> (blue), Tspan8<sup>neg</sup>MHCII<sup>hi</sup> (red), Tspan8<sup>pos</sup>MHCII<sup>lo</sup> (green) and Tspan8<sup>pos</sup>MHCII<sup>hi</sup> (orange) mTEC populations. Shown are the relative expression values obtained by quantitative real-time PCR, normalized to Actin and total thymus lysate ( $\delta\delta\text{CT}$  method), as mean  $\pm$  SEM.

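Within Tspan8 neg mTECs, 2222 genes were called higher in MHCII hi and 1644 higher in MHCII lo mTECs. Within Tspan8 pos mTECs, 780 genes were called higher in MHCII hi and 446 higher in MHCII lo mTECs. With the replicate number as a block, the totals were 3970 and 1404 genes, against 3866 and 1226 without it, while the correlation of same-numbered libraries had a median of 0.0827. Dropping the fold change limit moved the Tspan8 neg total most, to 4995, and an adjusted p of 0.05 the Tspan8 pos total, to 1858. In both comparisons 645 genes were called higher in MHCII hi and 229 higher in MHCII lo mTECs, and 14 changed in opposite directions. Genes with a mean of at least 10 CPM were ordered by the fitted log2 fold change. The first genes within Tspan8 neg mTECs toward MHCII hi were Prn (at least 34.2-fold higher than the floor), the pseudogene Klk2-ps (at least 73.5-fold) and ENSMUSG00000102829.1 (at least 5.18-fold). The last has 0 counts in Tspan8 negMHCII lo, and genes measured in both subsets have larger folds than its lower bound, such as Hal with a log2 fold change of 4.08. Prn overlaps its neighbours Prnp and Prnd on the same strand, and reads of Klk2-ps could be shared with related genes, so that both are uncertain. Toward MHCII lo they were Ighg2c, Pth and Tcrg-C2, with log2 fold changes of -6.44, -5.85 and -5.68. Ighg2c and Tcrg-C2 encode constant regions of an immunoglobulin and a T cell receptor chain. Within Tspan8 pos mTECs, Gal, Apoc2 and Saa2 were at least 11.9-fold, 39.5-fold and 26.7-fold higher in MHCII hi mTECs. Apoc2 overlaps Gm44805 on the same strand and is uncertain. With a library left out, the fitted log2 fold change ranged from 4.59 to 10.76 for Apoc2 and from 4.03 to 7.42 for Saa2. Their bounds therefore depend on single libraries. In MHCII lo mTECs, Gm10222, a pseudogene with uncertain counts, was at least 87.2-fold higher, and Scgb1b27 and Selp had log2 fold changes of -5.89 and -4.41. Selp is overlapped by annotated genes on the opposite strand and is uncertain. Of the labelled genes that could be matched, 18 of 18 in Tspan8 negMHCII lo, 19 of 19 in Tspan8 negMHCII hi, 16 of 19 in Tspan8 posMHCII lo and 22 of 23 in Tspan8 posMHCII hi were called in the direction drawn.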

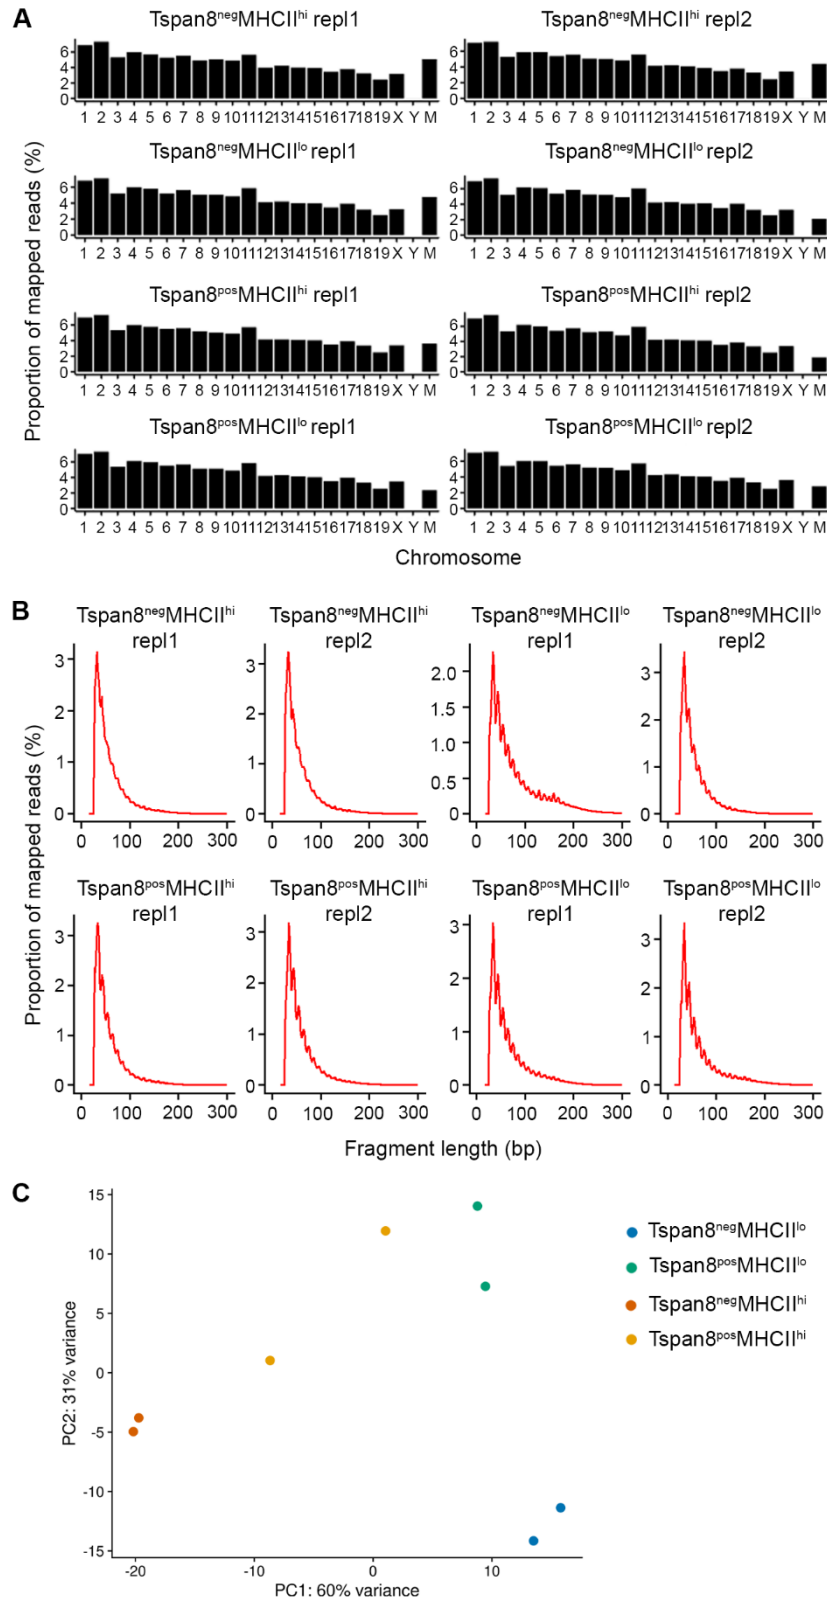

**Supplementary Figure 2. Quality assessment of ATAC sequencing.** (A) Chromosome distribution of aligned reads for ATAC sequencing of Tspan8<sup>neg</sup>MHCII<sup>lo</sup>, Tspan8<sup>neg</sup>MHCII<sup>hi</sup>, Tspan8<sup>pos</sup>MHCII<sup>lo</sup> and Tspan8<sup>pos</sup>MHCII<sup>hi</sup> mTEC populations. ATAC sequencing samples showed transposon insertions

in the mitochondrial chromosome (chrM) between 1.9-5.1 % of all mapped reads. **(B)** Fragment length distribution of ATAC sequencing reads. **(C)** Principal component analysis of Tspan8<sup>neg</sup>MHCII<sup>lo</sup> (blue), Tspan8<sup>neg</sup>MHCII<sup>hi</sup> (red), Tspan8<sup>pos</sup>MHCII<sup>lo</sup> (green), Tspan8<sup>pos</sup>MHCII<sup>hi</sup> (orange) mTEC populations from ATAC sequencing on top 1000 most variable consensus peaks.

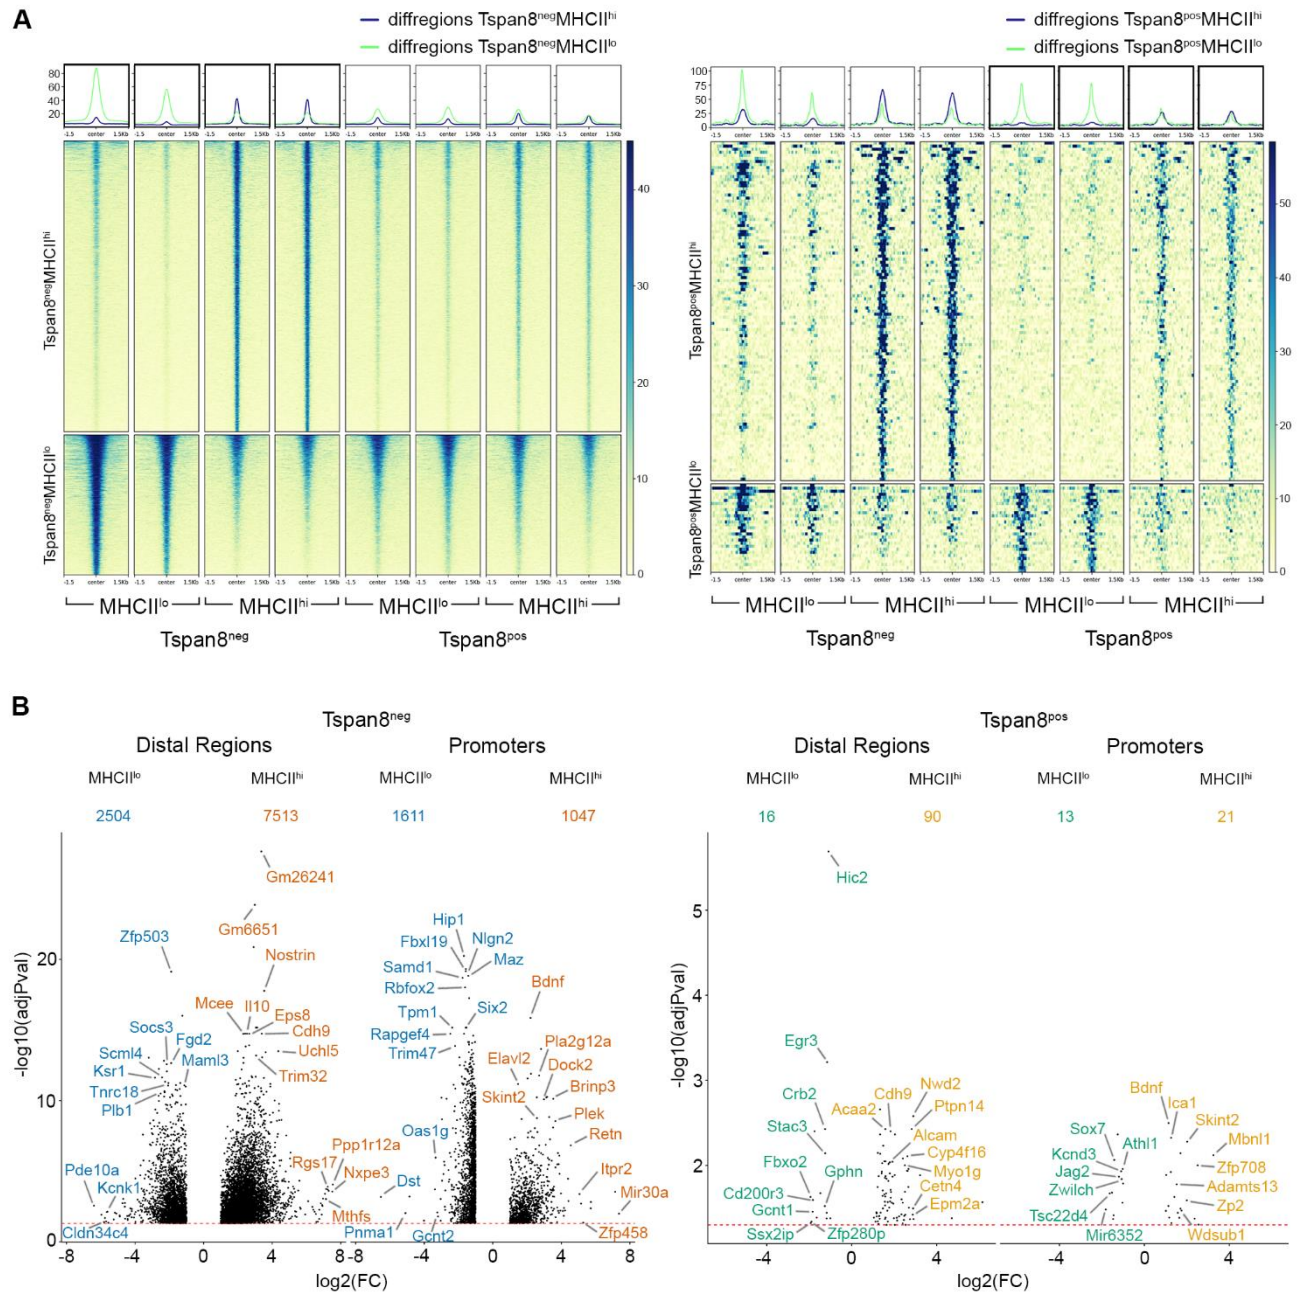

**Supplementary Figure 3. Differential ATAC-seq footprints in MHCII<sup>lo</sup> compared to MHCII<sup>hi</sup> mTEC subpopulations.** (A) Differential ATAC regions of Tspan8<sup>neg</sup>MHCII<sup>lo</sup> compared to Tspan8<sup>neg</sup>MHCII<sup>hi</sup> on the left and Tspan8<sup>pos</sup>MHCII<sup>lo</sup> compared to Tspan8<sup>pos</sup>MHCII<sup>hi</sup> on the right. Heatmaps show normalized signals within +/- 1.5 kb around the differential regions. (B) Volcano plot showing differential ATAC regions between Tspan8<sup>neg</sup>MHCII<sup>hi</sup> (red) compared to Tspan8<sup>neg</sup>MHCII<sup>lo</sup> (blue), left panel and Tspan8<sup>pos</sup>MHCII<sup>lo</sup> (green) compared to Tspan8<sup>pos</sup>MHCII<sup>hi</sup> (orange), right panel. The nearest genes to the differential distal regions and promoter regions are depicted. Numbers indicate the total amount of genes identified for each classification.

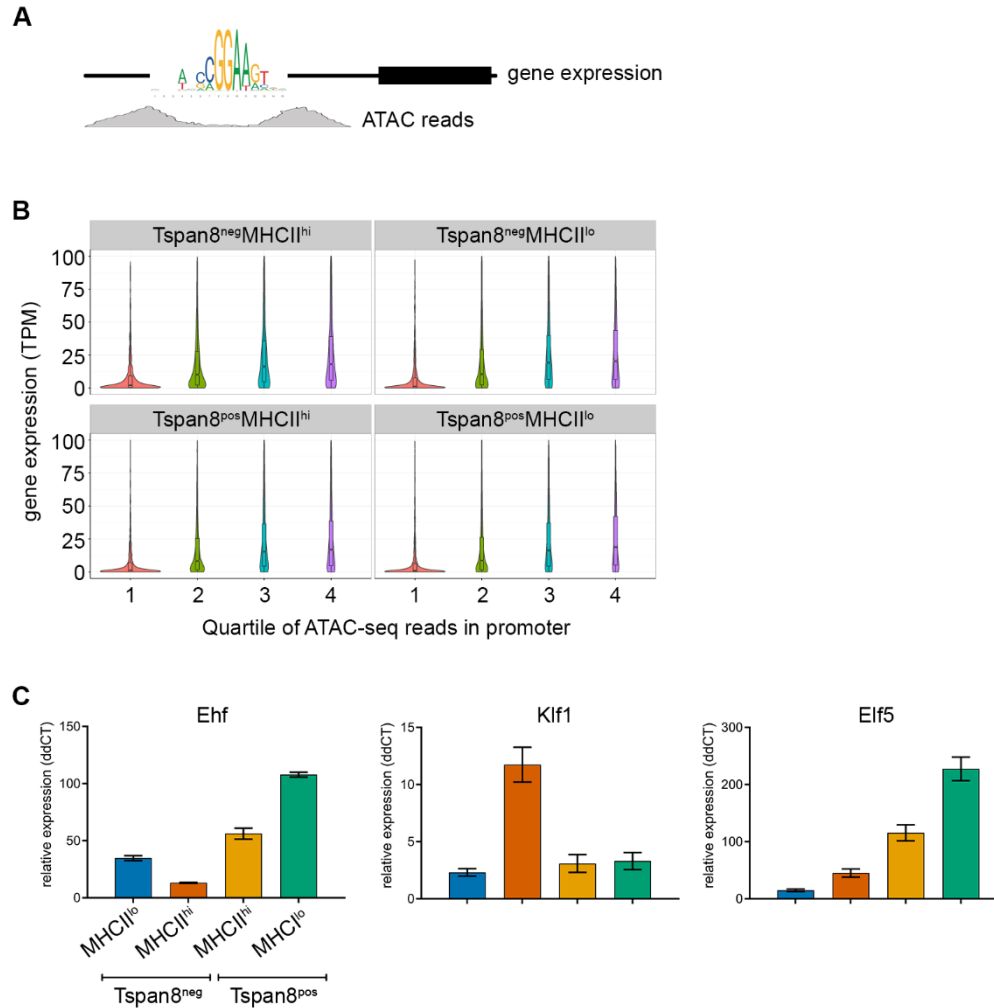

**Supplementary Figure 4. Correlation of differential ATAC-seq reads in Tspan8<sup>pos</sup> compared to Tspan8<sup>neg</sup> mTEC subpopulations with target gene expression levels in RNA-seq.** (A) Schematic representation of the experimental setup. A combinatorial enrichment analysis (Tspan8<sup>pos</sup> vs. Tspan8<sup>neg</sup>) was performed for ATAC footprint signals and their correlation with the target gene expression level. (B) Expression of genes categorized into quartiles of ATAC sequencing signal in promoter regions. Q1 indicating the 25 % lowest ATAC reads in promoter regions of expressed genes, Q2 indicating the next 25 % lowest, Q3 indicating the second highest ATAC-seq reads in promoter regions and Q4 indicating the 25 % highest ATAC-seq reads in promoter regions of expressed genes. (C) Expression values of the transcription factors Ehf, Klf1 and Elf5 in Tspan8<sup>neg</sup>MHCII<sup>lo</sup> (blue), Tspan8<sup>neg</sup>MHCII<sup>hi</sup> (red), Tspan8<sup>pos</sup>MHCII<sup>lo</sup> (green) and Tspan8<sup>pos</sup>MHCII<sup>hi</sup> (orange) mTEC populations. Shown are the relative expression values obtained by quantitative real-time PCR, normalized to Actin and total thymus lysate ( $\delta\delta$ CT method), as mean  $\pm$  SEM.

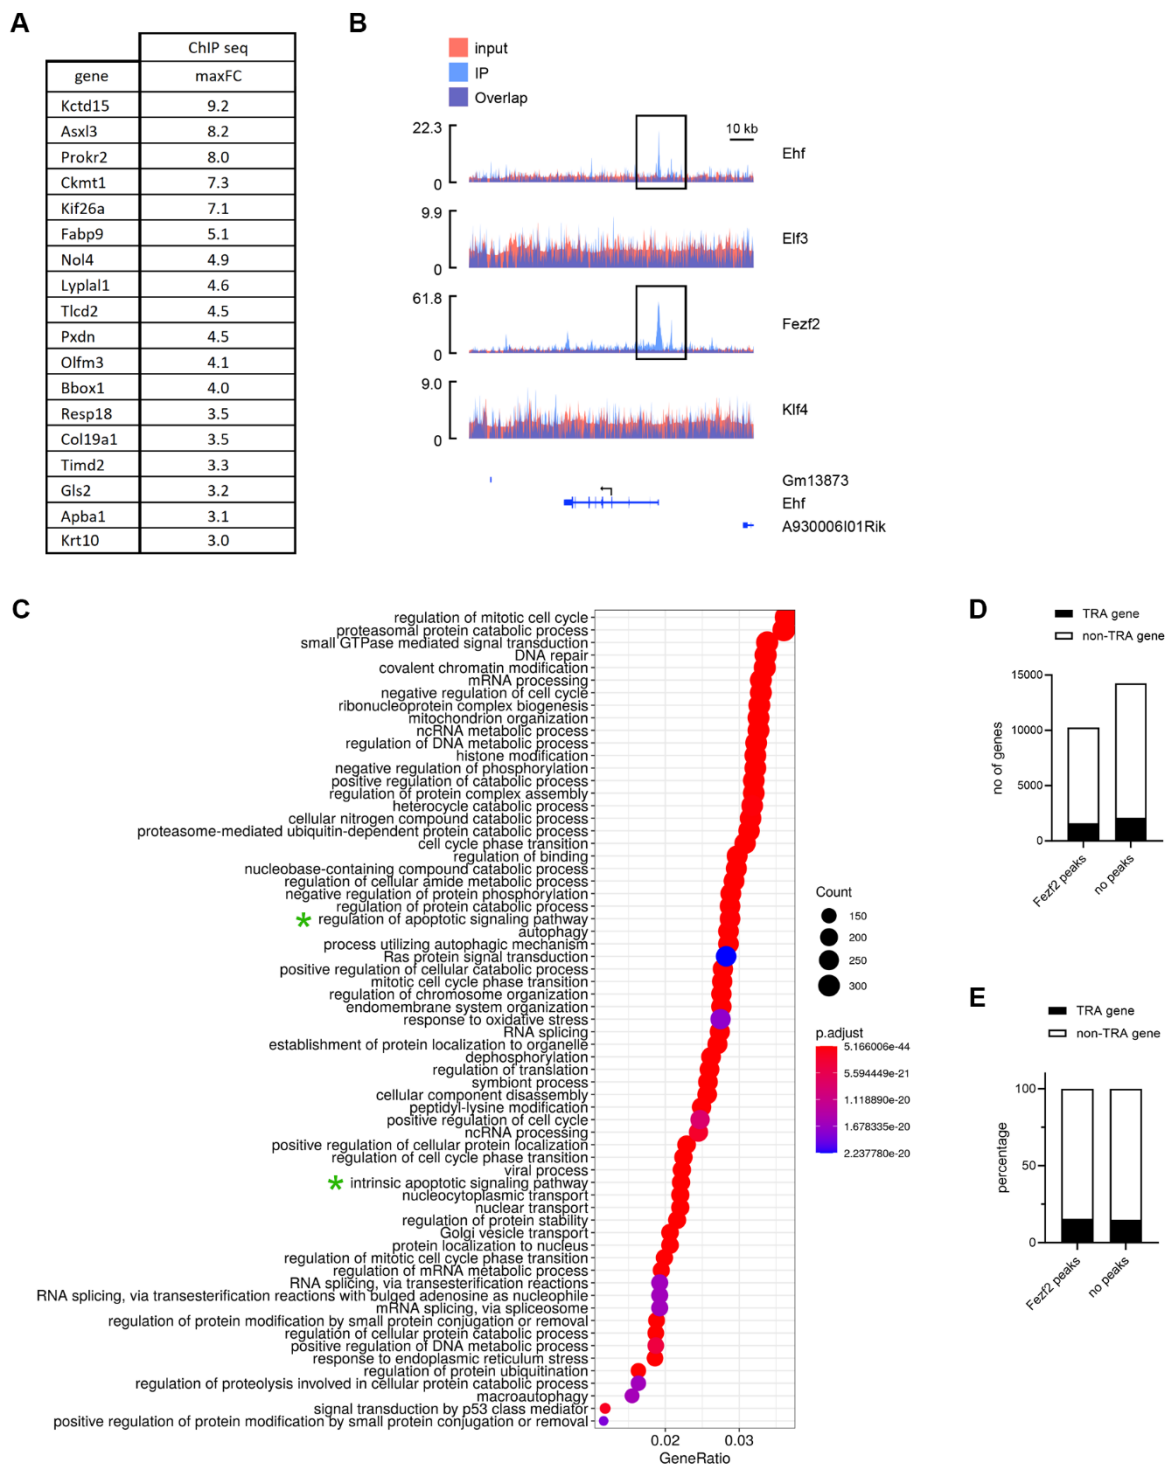

**Supplementary Figure 5. Annotation of Fezf2 ChIP-seq target genes.** (A) Fezf2-dependent genes from the Takaba et. al study (2015) were analyzed for the presence of peaks in our Fezf2 ChIPmentation sequencing dataset. Gene names and the maxFC enrichment in the ChIP compared to the input control are listed. For each gene, maxFC represents the maximum value for the signal enrichment among all peaks within +/- 5000bp from their TSS. (B) Signal density plots indicating the read density around the TSS of Ehf. ChIP (blue) and input control (red) tracks for the transcription

factors Ehf, Elf3, Fezf2 and Klf4 are shown. The Y-axis represents the  $\lambda$  score from MACS2, i.e. Read length (nt) \* Total read number/ Effective genome length (nt). **(C)** Dotplot showing the 65 most enriched Biological Process GO terms associated with genes that have one or more peaks within +/- 5000 bp of their TSS. The size of the circles indicates the number of genes per term, while colors indicate the significance based on adjusted pvalue using a hypergeometric test. The GeneRatio represents (number of genes related to GO term) / (total number of genes in the query. Apoptosis related annotations are highlighted with the \* symbol. **(D)** Number of TRA genes and non-TRA genes with and without Fezf2 ChIP peaks within +/- 5000bp from their TSS. **(E)** Percentage of TRA genes and non-TRA genes with and without Fezf2 ChIP peaks within +/- 5000bp from their TSS.

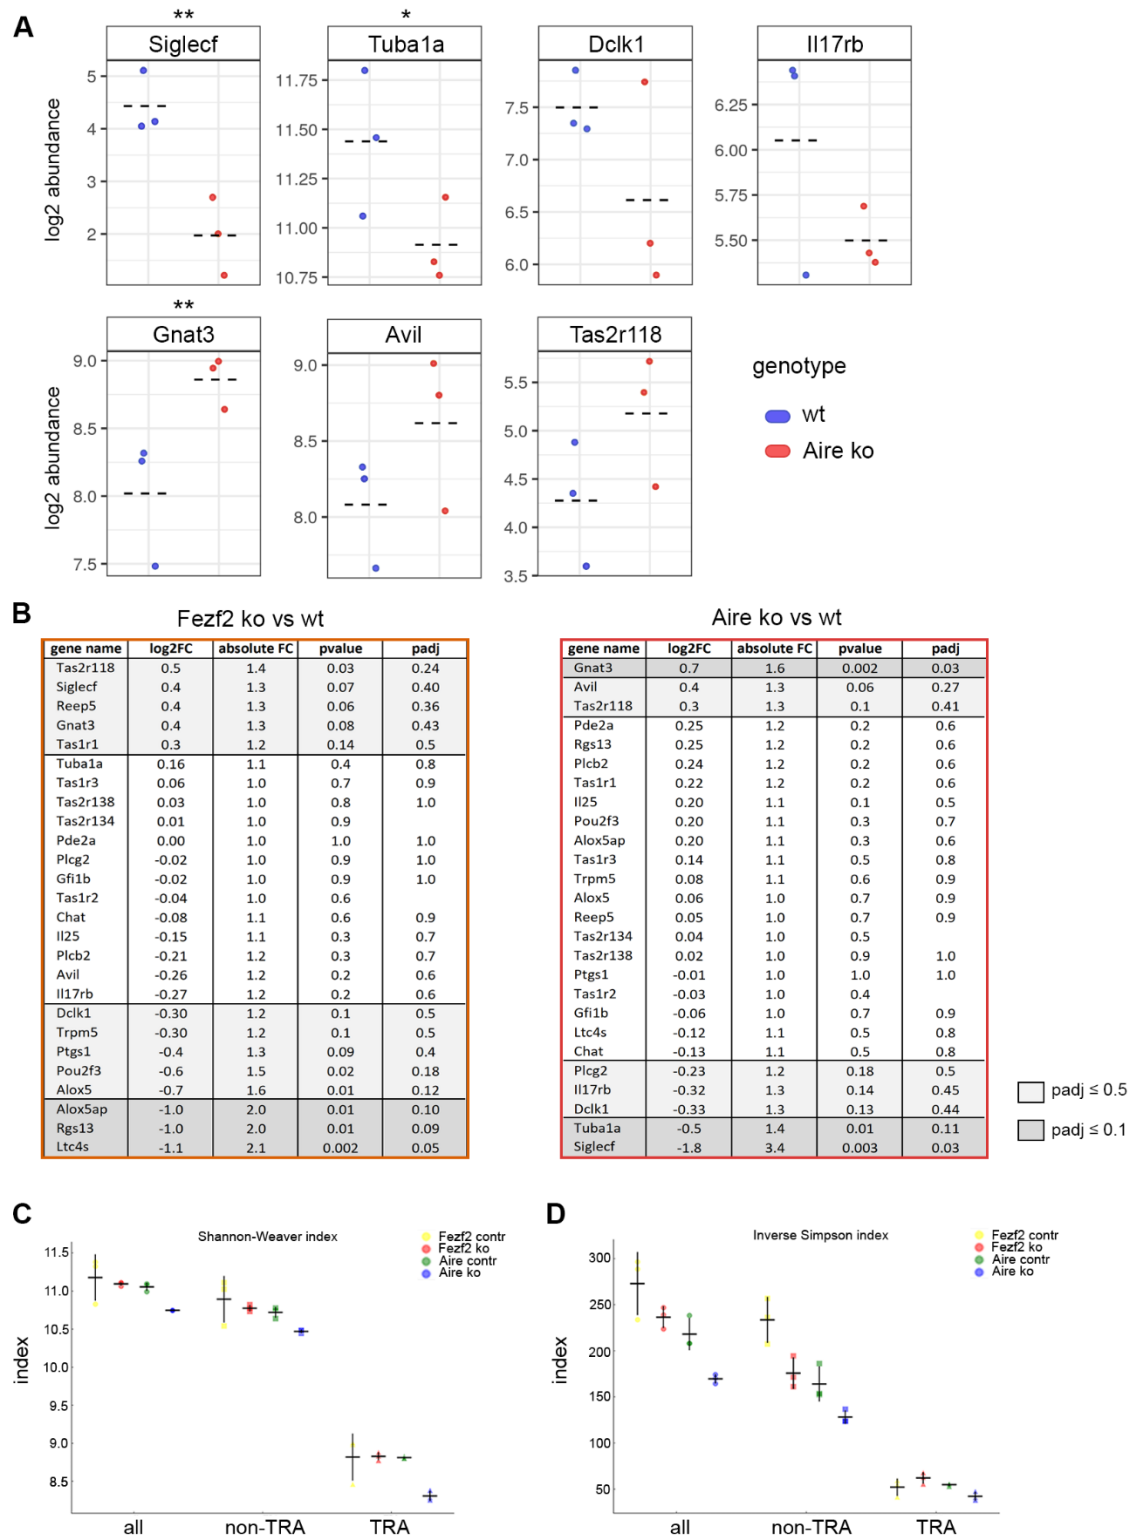

**Supplementary Figure 6. Fezf2 and Aire differently impact Tuft cell gene signature expression in mTECs.** (A) Gene expression plots indicate the log2 abundance of transcript for Tuft cell signature genes which are differentially expressed in the Aire ko compared to wt based on the RNA-seq dataset by Tomofuji et al.. wt (blue), Aire ko (red), dashed lines indicate the mean; upper panel: down-regulated genes; lower panel: up-regulated genes; \*\* $\leq 0.05$ ; \* $\leq 0.1$  (B) Listed are the analyzed Tuft cell

signature genes and their log2 fold change, absolute fold change, p-value and adjusted p-value for the Fezf2 ko compared to wt (left; orange) and Aire ko compared to wt (right; red) gene expression analysis based on the RNA-seq datasets by Tomofuji et al.. grey scale indicates adjusted p-value  $\leq 0.1$  and  $\leq 0.5$ . **(C)** Shannon-Weaver index is shown for Fezf2 control (contr), Fezf2 knockout (ko), Aire control (contr) and Aire knockout (ko) RNA-seq samples and the gene populations all genes, non TRA genes and TRA genes. Shown are the mean  $\pm$  SD. **(D)** Inverse Simpson index is shown for Fezf2 control (contr), Fezf2 knockout (ko), Aire control (contr) and Aire knockout (ko) RNA-seq samples and the gene populations all genes, non TRA genes and TRA genes. Shown are the mean  $\pm$  SD.

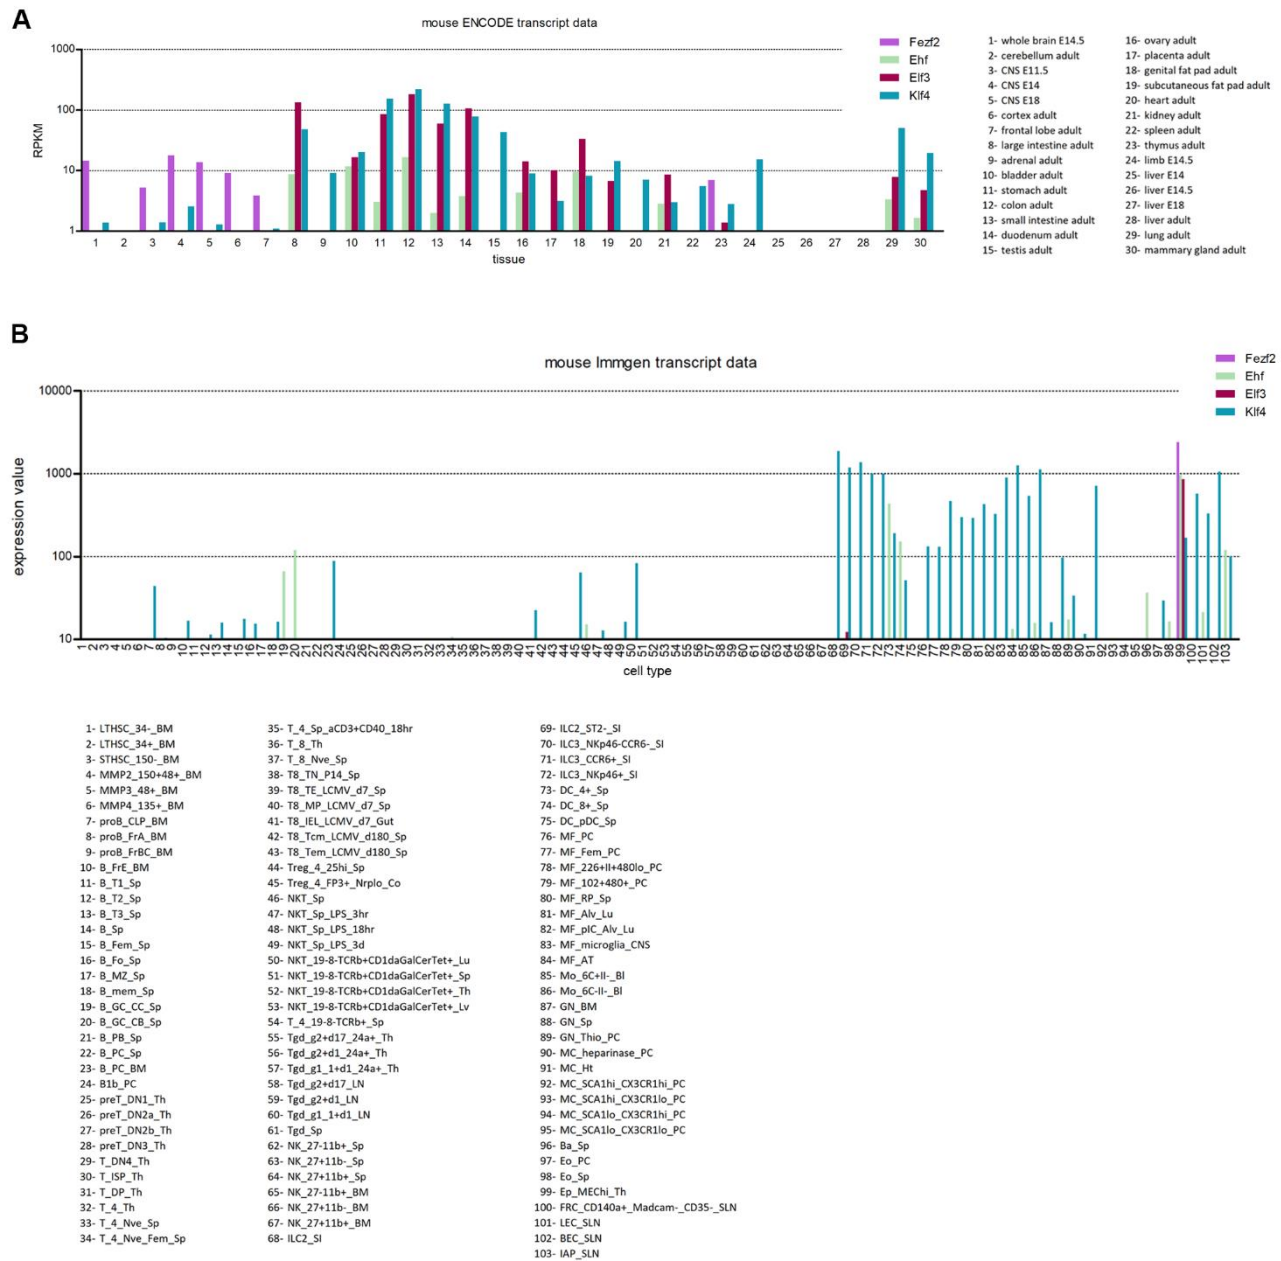

**Supplementary Figure 7. Fezf2, Ehf, Elf3 and Klf4 expression profiles in peripheral tissues and immune cell subsets.** (A) Tissue comparison of gene expression levels (in RPKM; reads per kilobase of transcript) for the transcription factors Fezf2, Ehf, Elf3 and Klf4 based on mouse ENCODE transcript data. (B) Immune cell type comparison of gene expression levels (normalized expression values by DESeq2) for the transcription factors Fezf2, Ehf, Elf3 and Klf4 based on the mouse Immgen database. A comprehensive metadata on the cell population names and FACS gating information can be found online at <http://rstats.immgen.org/Skyline/skyline.html>

How the deposited data were processed for this re-analysis (not part of the article)

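RNA-seq was analysed for 8 libraries of FACS-isolated mouse mTECs, 2 for each of the subsets Tspan8 negMHCII lo, Tspan8 negMHCII hi, Tspan8 posMHCII hi and Tspan8 posMHCII lo. Libraries were grouped by the subset and the replicate number in the sample descriptions. The authors deposited 1 table of estimated counts per gene and library, which are whole numbers without normalization. According to the paper's methods, reads were quantified with Salmon on the Gencode mouse transcriptome, and the step that rounded the estimated counts is not named. Rounding to whole numbers therefore changed no value here. The table lists 25466 genes, each with a count above 0 in at least 2 libraries. The authors normalized and tested with DESeq2, and their normalized values were not used here. Library preparation is given as cDNA pre-amplification with tagmentation in the paper and as a strand-specific mRNA kit in the sample descriptions, so genes overlapped on the opposite strand are reported as uncertain, as are genes that overlap on the same strand, pseudogenes and members of families of similar sequence.

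Gene symbols and coordinates come from the GENCODE annotation of the GRCm38 genome, in a later release than the authors used. Of the gene identifiers, 25336 (99.49%) matched a symbol and 130 did not. All 8 columns of the table belong to a mapped library.

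The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was edgeR's quasi-likelihood test with TMM normalization, filterByExpr on the 4 subsets and a mean per subset in 1 fit of all 8 libraries, which share an estimate of the spread (common dispersion 0.024). P-values were adjusted by the Benjamini-Hochberg method over the 17006 genes tested, and a gene was called at an adjusted p under 0.01 and an absolute log2 fold change of at least 1, thresholds read from the paper's volcano plots. Contrasts were Tspan8 pos against Tspan8 neg within each MHCII level, MHCII hi against MHCII lo within each Tspan8 level, their interaction, and for marker genes the remaining pairs of subsets. All p-values are two-sided. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Groups of 2 libraries cannot reach a p of 0.05 in an exact permutation test, so none is given. Principal components used the 1000 most variable genes after the variance stabilizing transformation of DESeq2, centred and not scaled.

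The named genes are those the paper names in its text and legends for these libraries, the 3 called genes with the largest fitted log2 fold change in each direction and contrast among genes with a mean of at least 10 CPM and no overlap between groups, the 5 called genes with the smallest adjusted p in the interaction, and the genes of marker lists. Genes labelled in the volcano plots were read by eye and counted, without the labels that could not be matched to a gene. This rule, the tests of the contrasts and all alternatives but 3 were fixed before the data were examined. The tests of technical explanations were chosen later, as was the use of the fits to 4 libraries and of the other filters for the Tuft list and for genes shared between comparisons. The fixed alternatives were DESeq2's Wald test, DESeq2's size factors in the edgeR fit, no filter on low counts, at least 10 counts in at least 4 libraries, only the 4 libraries of a contrast, the replicate number as a block, an adjusted p of 0.05, no limit on the fold change, leaving out each library in turn, and other transformations or numbers of genes for the principal components. The 3 chosen after seeing the data were thinning of every library to 1941518 counts, a correction for GC content and transcript length in 20 bins, and leaving out genes at least 2 times higher in replicate 2 of Tspan8 negMHCII lo than in replicate 1. Pairing by replicate number comes from the sample descriptions alone. The paper does not say whether same-numbered libraries came from the same mice.

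Library totals ranged from 1941518 to 7783841 with a median of 4857084. The floor is 3 counts. Floors cover counting error only, because PCR-amplified reads without molecular identifiers are not independent molecules. A fold against a group with every library at or under the floor is given as a lower bound, computed against the floor. Klf1 is an exception, with fitted values that are not resolved folds. Elf5 had a library above the floor in Tspan8 negMHCII lo, though its mean lay under it, and its folds are given as fitted.

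The scripts were tested on simulated data, drawn from the means and library sizes of the real genes with 200 of 17006 genes changed. The edgeR test recovered 57.5% of the changed genes in a Tspan8 contrast with 4 false calls, and 39% in the interaction with 5 false calls. With the replicate block these shares were 56.5% and 38%, and with DESeq2 58% and 44.5%. No changed gene was called in the wrong direction. Changes were placed in Tspan8 posMHCII lo only, and no replicate effect was simulated. In the data 3640 genes were called in the MHCII lo comparison, far more than the 200 changed. The numbers of false calls and the comparison with the block may therefore not carry over to the data.

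ATAC-seq, ChIP-seq, qRT-PCR, flow cytometry and knockout data of the paper were not analysed here. TPM values and ERCC spike-ins were not used here. Klf1 has too few counts for the main test and is reported from its counts and from the fit without the filter.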

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

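Of the tests in this part, the shift of the thymocyte markers between the replicates of each subset, the comparison of the same genes of a list and the comparison with markers of other cells were chosen only after the result was seen, and the tests by thinning and by correction for GC content and transcript length were added once the counts of called genes were known, with their outcome still unseen.

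The Tspan8 difference depended on the MHCII level. By a test of the interaction itself, 783 of 17006 genes were called, 402 with a higher and 381 with a lower Tspan8 pos to Tspan8 neg ratio in MHCII lo mTECs, and 4562 genes had an unadjusted p under 0.05. Unequal depth was tested by thinning every library to the smallest total, and 69.7% of the called genes were called again. After correction for GC content and transcript length 92.2% were, and in each of the 8 fits without a library at least 98.1% kept their direction and an absolute log2 difference of at least 1. Depth is therefore not a sufficient explanation for most of these calls. The correction was at most 0.415 on the log2 scale in any library, while a called difference is at least 1, so the share kept adds little. The fits without a library have no test, and called genes are selected for replicates that agree, so the share kept there was expected and the calls cannot be told apart from the effect of a single library by it. That the subsets differ in their mixture of cell types, or in RNA from other cells, was not tested for the interaction as a whole. The pattern cannot be told apart from these explanations, and the design holds the markers together with whatever cells they select.

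Genes that the paper names were among these calls, including Etv3 and Rel of Figure 3. Ccl21a had a log2 difference of -3.54, was called under every other setting with a test, and was higher in Tspan8 negMHCII lo than in every other subset. Near-identical copies of Ccl21a in the genome make its count uncertain. Cd80 had 1.97 (standard error 0.39), because it fell from Tspan8 negMHCII hi to Tspan8 posMHCII hi while the MHCII lo subsets did not differ detectably. After thinning its interaction was 1.76 (standard error 0.50, edgeR adjusted p = 0.0378) and was not called. Thinning discards reads and so lowers power, and the lost call cannot decide whether unequal depth accounts for part of it. Siglecf, a Tuft gene, had 3.23, with 3.17 to 3.90 over the fits with other settings. The genes with the smallest adjusted p in the interaction were Hal with 3.86, Slc4a8 with 3.12, Strip2 with 2.64, Adgrg6 with 3.01 and Psca with 4.32, each higher in Tspan8 posMHCII lo relative to Tspan8 negMHCII lo than in Tspan8 posMHCII hi relative to Tspan8 negMHCII hi. Slc4a8 changed direction, being higher in Tspan8 posMHCII lo than in Tspan8 negMHCII lo by 1.58 and lower in Tspan8 posMHCII hi than in Tspan8 negMHCII hi, at -1.54 on the log2 scale. Adgrg6 is overlapped by Gm46212 on the opposite strand. Across the fits without a library the interaction of Hal ranged from 3.70 to 4.07 and that of Psca from 4.15 to 4.49.

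Cell cycle genes, which the paper does not report for these libraries, were higher in Tspan8 neg mTECs. All 6 genes examined (Mki67, Top2a, Cenpf, Cdk1, Ccnb1 and Birc5) were called lower in Tspan8 pos mTECs, 6 in the MHCII lo and 6 in the MHCII hi subsets, with median log2 fold changes of -2.78 and -2.66. After thinning, the number called was 100% of that without thinning, and after correction for GC content and transcript length it was also 100%, in both cases for the same 6 genes at each MHCII level. That correction was at most 0.415 on the log2 scale in any library, small beside these fold changes, so a bias of the size it estimates could hardly have produced them, and the unchanged number adds little. Top2a contains a small annotated gene on the same strand. A lower share of dividing cells among Tspan8 pos mTECs is a hypothesis that may account for this. RNA from dividing thymocytes does not match the pattern at both MHCII levels. Of 6 thymocyte markers 2 were called lower in Tspan8 posMHCII lo than in Tspan8 negMHCII lo, but 0 were called between Tspan8 posMHCII hi and Tspan8 negMHCII hi, with an unadjusted p under 0.05 for 0 of them and a median log2 fold change of -0.45, and between Tspan8 negMHCII hi and Tspan8 negMHCII lo the thymocyte markers had a median of -2.98 where the cell cycle genes had 0.09. RNA from other dividing cells was not tested for these genes.

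Marker genes of some mimetic mTEC types differed between the subsets. Of 5 microfold markers, 5 were called higher in Tspan8 pos mTECs in the MHCII lo and 4 in the MHCII hi subsets. Of 3 tested ionocyte markers, 3 were called higher in Tspan8 posMHCII lo than in Tspan8 negMHCII lo and 3 higher in Tspan8 negMHCII hi than in Tspan8 negMHCII lo. Of 5 muscle markers 4, and of 4 tested neuroendocrine markers 3, were called lower in Tspan8 posMHCII lo than in Tspan8 negMHCII lo. Between Tspan8 posMHCII hi and Tspan8 negMHCII hi, 1 ionocyte marker was called higher and 1 muscle and 1 neuroendocrine marker lower. In the interaction 1 microfold marker was called higher, 1 muscle and 1 neuroendocrine marker lower and 0 ionocyte markers, 2 of which had an unadjusted p under 0.05, so for most of these markers a dependence on the MHCII level is not shown. Between Tspan8 negMHCII hi and Tspan8 negMHCII lo, 2 muscle markers were called lower in Tspan8 negMHCII hi, and 1 neuroendocrine marker higher and 2 lower, and between Tspan8 posMHCII hi and Tspan8 posMHCII lo 1 neuroendocrine marker was called higher in Tspan8 posMHCII hi. Of 5 ciliated markers, 1 was called higher and 2 lower in Tspan8 posMHCII lo than in Tspan8 negMHCII lo, 1 lower in Tspan8 posMHCII hi than in Tspan8 negMHCII hi, 1 lower in Tspan8 posMHCII hi than in Tspan8 posMHCII lo, and 1 higher in the interaction. Of 4 enterohepatic markers 2 were called higher in Tspan8 negMHCII hi than in Tspan8 negMHCII lo and 2 higher in Tspan8 posMHCII hi than in Tspan8 posMHCII lo. Between Tspan8 posMHCII hi and Tspan8 negMHCII hi 1 of them was called higher, and between Tspan8 posMHCII lo and Tspan8 negMHCII lo 0 were, 2 of them with an unadjusted p under 0.05. Thinning and the correction for GC content and transcript length were applied to the 22 calls of comparisons in which at least 3 markers of a microfold, ionocyte, muscle or neuroendocrine list were called in the same direction. The number called was 20 after thinning, or 90.9%, with 19 of the same genes, and 22, or 100%, after the correction, with the same genes. After thinning, 1 of the 3 ionocyte calls between Tspan8 posMHCII lo and Tspan8 negMHCII lo and 2 of the 3 between Tspan8 negMHCII hi and Tspan8 negMHCII lo were left, and all calls of the other lists were kept, with 1 more neuroendocrine call between Tspan8 posMHCII lo and Tspan8 negMHCII lo. That the subsets may contain different shares of mimetic mTECs is a hypothesis, and the lists are short. The counts cannot separate different shares of such cells from a different level per cell. Promiscuous expression of these genes, which the paper studies, was not tested as a source. RNA from other cells was not tested for these lists.

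Thymocyte marker genes were higher in Tspan8 negMHCII lo than in Tspan8 negMHCII hi. Of 6 thymocyte markers, 4 (Ptprc, Cd3e, Rag1 and Lck) were called. Were this RNA from thymocytes left in the sorted cells, its amount could vary between sorts, and the markers would shift together between the replicates of Tspan8 negMHCII lo. Each of the 6 was higher in replicate 2, by 1.19 to 1.78 on the log2 scale with a median of 1.58, at percentile 100 of 10000 random lists of the same size and mean expression. The shift is not particular to Tspan8 negMHCII lo. Each of the 6 was also higher in replicate 2 of Tspan8 negMHCII hi, by a median of 0.88 (percentile 100), of Tspan8 posMHCII hi, by 0.45 (percentile 99.98), and of Tspan8 posMHCII lo, by 0.79 (percentile 100). With the replicate block 5 of the 6 markers were called between Tspan8 negMHCII hi and Tspan8 negMHCII lo. The same markers also bear on the Tspan8 comparison and the interaction. Of the 6, 2 were called lower in Tspan8 posMHCII lo than in Tspan8 negMHCII lo, and all 6 with the block, and in the interaction 0 were called, 4 of them with an unadjusted p under 0.05, and 4 with the block. Thymocyte RNA is therefore a candidate source of these transcripts in all subsets, with more of it in replicate 2. Ptprc encodes CD45, which is not specific to thymocytes. It was also called higher in Tspan8 posMHCII lo than in Tspan8 negMHCII hi, by 1.87 (edgeR adjusted p = 0.00234), so another source is possible for it. Whether thymocyte RNA lies behind other genes of the 1644 called higher in Tspan8 negMHCII lo than in Tspan8 negMHCII hi cannot be told. Their median shift was -0.03, at percentile 0 of random lists, but genes that differ between replicates are less often called, so the test decides little, and 130 of them were at least 2 times higher in replicate 2. Ighg2c and Tcrg-C2, constant region genes of lymphocyte receptors, are among the largest differences of Tspan8 negMHCII lo. As sets, markers of other leukocytes did not follow the thymocyte markers between these 2 subsets, with 1 dendritic cell marker as an exception. Of 3 B cell markers 0 were called, with an unadjusted p under 0.05 for 0 of them. Of 4 dendritic cell markers 2 were called higher in Tspan8 negMHCII hi, and 4 had an unadjusted p under 0.05. The dendritic marker Itgax went with the thymocyte markers, at -1.75 in Tspan8 negMHCII hi against Tspan8 negMHCII lo (edgeR adjusted p = 0.0269), and was not called. It was also higher in replicate 2 of Tspan8 negMHCII lo, with 113 normalized counts against 41.3. Lck and Rag1 overlap annotated genes on the same strand, and Cd3e overlaps an annotated gene on the opposite strand.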

How the results depend on the processing

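The 3 alternatives chosen only after the data were seen are thinning, the correction for GC content and transcript length, and leaving out genes that were higher in replicate 2 of Tspan8 negMHCII lo. For 128 results of single genes, 747 values came from the other alternatives with a test. Of these, 737 kept direction and side of the threshold, 3 were weaker and 7 stronger, with 0 reversed. Under the 3 later alternatives 277 of 288 values stayed, 3 were weaker, 5 stronger and 3 reversed. In the 568 values with a library left out, which carry no test, 534 moved by less than 1 SD, 28 moved more and 6 reversed.

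The reversed values are all of small differences. In Tspan8 posMHCII lo against Tspan8 negMHCII lo, Cd80 was -0.026 after thinning and ranged from -0.11 to 1.06 with a library left out, and Fezf2 ranged from -0.34 to 0.095, with 0.045 without replicate 1 of Tspan8 negMHCII lo. In MHCII hi against MHCII lo mTECs, Tspan8 ranged from -0.86 to 1.13 within Tspan8 neg mTECs, where its counts are low. Within Tspan8 pos mTECs Tspan8 was -0.090 with the GC and length correction and ranged from -0.001 to 0.18 with a library left out. Elf5 was 0.081 after thinning and ranged from -0.59 to 0.062. The cause was not tested.

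The number of called genes in each comparison and direction, and of genes shared between the Tspan8 comparisons, stayed within 1.5 times that of the main setting except as follows. With only the 4 libraries of the comparison, 1918 genes were lower in Tspan8 posMHCII hi than in Tspan8 negMHCII hi, and with an adjusted p of 0.05 1959 were, against 1267. At 0.05, 1220 genes were higher in Tspan8 posMHCII hi than in Tspan8 posMHCII lo, of 1858 in total, against 780 of 1226, and 869 genes were lower in Tspan8 pos mTECs at both MHCII levels, against 555, and 93 changed in opposite directions, against 41. In the fits to 4 libraries, applied to shared genes only after the data were seen, 26 changed in opposite directions and 1115 were called only in MHCII lo mTECs, against 1821. The interaction grew from 402 higher, 381 lower and 783 in total to 676, 591 and 1267 without the filter on low counts and to 873, 881 and 1754 at 0.05. With the replicate number as a block it had 666 lower and 1236 in total. The cause was not tested, apart from the looser threshold at 0.05. Across all genes same-numbered libraries deviated together only weakly (correlations from 0.004 to 0.0924), while 6 of 6 thymocyte markers were higher in replicate 2 of every subset, so pairing can affect some genes. With a library left out, at least 3421 of 3640, 2986 of 3143, 3636 of 3866, 1180 of 1226 and 768 of 783 calls kept direction and an absolute log2 fold change of at least 1, in the order MHCII lo and MHCII hi Tspan8 comparison, Tspan8 neg and Tspan8 pos MHCII comparison and interaction, and 0 reversed. Called genes are selected for replicates that agree, so this was expected. DESeq2's size factors shifted the median of all genes by at most 0.08. Leaving out the 1829 genes at least 2 times higher in replicate 2 of Tspan8 negMHCII lo than in replicate 1 gave 1033 interaction calls, but such a selection removes variable genes and shows no stability.

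The share of the first principal component moved from 58.4% to 46.8% with log2 CPM, 53.8% with the regularized log, 63.4% with 500 genes and 47.9% with all filtered genes, and from 57.4% to 68.7% across the fits that each left out a library. The second moved from 32.0% to 38.6% with log2 CPM and 27.0% with 500 genes, and from 23.6% to 33.7% with a library left out. The cause was not tested. Of 52 mean normalized counts, 17 moved by more than 1 SD with TMM and 15 with total counts. Both scalings were set to the mean library size, a different unit from DESeq2's size factors. Part of these moves is therefore a change of scale.

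Depth limits the genes with few counts. Klf1 was not tested, 13 of 35 Tas2r genes were, and a gene near the floor in the smallest library of Tspan8 posMHCII lo, with 1941518 counts, could be missed there.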

Differences from the paper's values

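Of 62 values read by eye from the paper's figures and compared with the values here, 0 differed by both more than 1.5 times and, for normalized counts, more than 1 SD. The numbers of called genes were nevertheless above the paper's in each comparison and direction. The ratio was largest for genes lower in Tspan8 posMHCII hi than in Tspan8 negMHCII hi, with 1267 against about 890 in the paper (Fig. 1C). With DESeq2's Wald test this number was 1049 and with at least 10 counts in 4 libraries 1243. It was more than 1.5 times the paper's with DESeq2's size factors (1394), without the filter (1436), with the replicate block (1341), with only 4 libraries (1918), at an adjusted p of 0.05 (1959) and without the fold change limit (1704). The remaining points concern statements.

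The paper gives Ehf, Elf3 and Klf4 a higher fold change than Klf1 and Elf5 (Fig. 3B). Here the fitted log2 fold change of Elf5 between Tspan8 posMHCII lo and Tspan8 negMHCII lo was 4.25, above those of Ehf (1.86), Elf3 (2.56) and Klf4 (1.48). It was at least 4.24 in every fit of all replicates set before the data were examined, and at least 3.41 with a library left out. Elf5 had a mean of 2.60 normalized counts in Tspan8 negMHCII lo, under the floor, which is 3.44 on that scale. The size of its fold is therefore uncertain. In Fig. 3E, read by eye, the paper's own Elf5 levels were about 4 in Tspan8 negMHCII lo and 53 in Tspan8 posMHCII lo. Between Tspan8 posMHCII hi and Tspan8 negMHCII hi, which Fig. 3B does not compare, the fold change of Elf5 was below those of Ehf, Elf3 and Klf4, at 0.82.

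The paper counts Klf1 as differentially expressed. Here it did not pass the filter on low counts. Of the alternatives set before the data were examined, the fit without the filter called it in none of the 4 comparisons, and DESeq2's Wald test gave it no adjusted p in them. Its log2 fold change without the filter was -3.47 in Tspan8 posMHCII lo against Tspan8 negMHCII lo and -1.69 in Tspan8 posMHCII hi against Tspan8 negMHCII hi. Both MHCII lo subsets were under the floor, so the value of -3.47 is not a resolved fold.

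The paper places the lowest CD80 expression in the last stage, Tspan8 posMHCII lo. Here Tspan8 posMHCII lo and the first stage, Tspan8 negMHCII lo, had 64.2 ± 3.26 and 49.5 ± 27.4 normalized counts (SD, n = 2) and did not differ detectably, at 0.39 (edgeR adjusted p = 0.357). Only thinning, chosen after seeing the values, and the fit without replicate 2 of Tspan8 negMHCII lo gave the paper's direction, at -0.026 and -0.11, and thinning did not pass the threshold.

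Of the genes labelled in the volcano plots that could be matched, 6 were not called here. They were Nat8l (-0.33 on the log2 scale) and St6galnac3 (-1.53) in the MHCII hi comparison of Fig. 1C, and Aacs (-0.63), Myzap, which the plot labels Gcom1 (-0.07), Klhdc1 (-1.63) and Pde6h (1.77) in the Tspan8 pos comparison of Supplementary Figure 1A. None of the settings under which they were tested called them. Nat8l, St6galnac3, Klhdc1 and Pde6h were not tested after thinning, an alternative chosen after the data were seen, and St6galnac3 was not tested with at least 10 counts in 4 libraries. DESeq2 gave no adjusted p for St6galnac3 and Pde6h. The lowest adjusted p of St6galnac3 was 0.0476, in the edgeR fit to the 4 libraries of the comparison, against 0.154 in the main setting and a highest value of 0.205 without the filter.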

Other observations

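Of the tests in this part, the count of Tuft genes outside the Tas2r family and the comparison of the same genes were chosen only after the result was seen, and thinning and the correction for GC content and transcript length were added once the called genes were known, with the outcome of these tests still unseen.

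The paper describes Tuft genes in the MHCII lo subsets. In these libraries they also differed by Tspan8. Of 31 tested Tuft genes, 14 were called higher in Tspan8 posMHCII lo than in Tspan8 negMHCII lo, and 15 higher in Tspan8 posMHCII hi than in Tspan8 negMHCII hi. After thinning, the number called in the MHCII lo comparison was 100% of that without thinning, and after the correction for GC content and transcript length it was 100% as well, in both cases for the same 14 genes. In the MHCII hi comparison 13 were called after thinning and 15 after the correction. Depth is therefore not a sufficient explanation for most of these calls. The correction was at most 0.415 on the log2 scale in any library and moved the median of the 18 genes outside the Tas2r family from 2.31 to 2.27 in the MHCII lo comparison, so a bias of the size it estimates is small beside these fold changes, and the unchanged number adds little. The calls between the MHCII lo subsets all lie outside the Tas2r family. Of 18 tested genes outside it 14 were called, or 77.8%, with a median log2 fold change of 2.31. Of 13 tested Tas2r genes 0 were called, 1 had an unadjusted p under 0.05 and the median was -0.06. Reads shared within the family therefore had no call to explain, and that test decides nothing. A larger share of Tuft-mTECs among Tspan8 pos than among Tspan8 neg mTECs may account for the calls outside the family, as a hypothesis. The Tas2r genes did not follow it in the MHCII lo comparison. In the MHCII hi comparison 1 of the 13 was called higher and 0 lower, 5 had an unadjusted p under 0.05 and the median was 1.87. The counts cannot separate a larger share of such cells from a higher level per cell, and that was not tested.

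Mitochondrial genes took 1.68% and 1.60% of the counts in the replicates of Tspan8 negMHCII lo, and between 0.575% and 0.770% in the other libraries.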
